# Positive outcomes of oil palm phenolics on degenerative diseases in animal models

**DOI:** 10.1017/S0007114511002133

**Published:** 2011-06-07

**Authors:** Ravigadevi Sambanthamurthi, YewAi Tan, Kalyana Sundram, Kenneth C. Hayes, Mahinda Abeywardena, Soon-Sen Leow, Shamala Devi Sekaran, T. G. Sambandan, ChoKyun Rha, Anthony J. Sinskey, Krishnan Subramaniam, Syed Fairus, Mohd Basri Wahid

**Keywords:** Oil palm phenolics, CVD, Metabolic syndrome, Anti-tumour mechanisms

## Abstract

It is well established that plant phenolics elicit various biological activities, with positive effects on health. Palm oil production results in large volumes of aqueous by-products containing phenolics. In the present study, we describe the effects of oil palm phenolics (OPP) on several degenerative conditions using various animal models. OPP reduced blood pressure in a NO-deficient rat model, protected against ischaemia-induced cardiac arrhythmia in rats and reduced plaque formation in rabbits fed an atherogenic diet. In Nile rats, a spontaneous model of the metabolic syndrome and type 2 diabetes, OPP protected against multiple aspects of the syndrome and diabetes progression. In tumour-inoculated mice, OPP protected against cancer progression. Microarray studies on the tumours showed differential transcriptome profiles that suggest anti-tumour molecular mechanisms involved in OPP action. Thus, initial studies suggest that OPP may have potential against several chronic disease outcomes in mammals.

Phenolic phytochemicals are secondary metabolites of plant origin. These metabolites protect the plants against biological and environmental stresses. Because of their important protective biological functions, they are ubiquitous in plants and therefore are found in almost all food groups. Despite their wide distribution, the health effects of dietary phenolics have only recently attracted the interest of nutritionists, more attention having been paid before to antioxidant vitamins such as ascorbic acid, tocopherols and carotenoids. The diversity and structural complexity of phenolics is one of the main factors that have delayed their research.

Emerging epidemiological evidence is increasingly attesting to the positive effects of fruits and vegetables in managing chronic and infectious diseases^(^ ^1^ ^,^ ^2^ ^)^. These beneficial effects are attributed to the antioxidant activity of the constituent phenolic metabolites. The phenolic ring and hydroxyl substituents of these compounds can function as effective antioxidants due to their ability to capture free radicals by donating hydrogen atoms or electrons. Their bioactivity may also be related to the ability to chelate metals and inhibit lipo-oxygenases^(^ ^3^ ^)^. However, the biological effects of phenolics may extend well beyond the modulation of oxidative stress. For example, soya isoflavones modulate endocrine function by interacting with oestrogen receptors^(^ ^4^ ^)^. NO bioavailability influences insulin-stimulated glucose uptake and vascular tone^(^ ^5^ ^)^. There is scientific evidence that phenolics exert significant vascular protection because of their antioxidant properties and increased NO bioavailability. A detailed understanding of the molecular events underlying these various biological effects is essential for evaluation of the overall impact on disease risk and progression.

The importance and demand for natural antioxidants have grown in recent years. Fruit processing residues are attractive and inexpensive sources of phenolic antioxidants. For example, apple pomace has been reported to be a source of polyphenolic compounds^(^ ^6^ ^,^ ^7^ ^)^. In the previous study, we showed that the vegetation liquor from the palm oil milling process is a rich source of phenolics and presented evidence based on *in vitro* and *ex vivo* studies that oil palm phenolics (OPP) have free radical-scavenging activity and protective bioactivities against CVD^(^ ^8^ ^)^. In the present study, we describe *in vivo* whole animal studies designed to identify specific bioactivities in relation to chronic diseases. The studies provide an indication that OPP may provide protection against major degenerative disorders including CVD, diabetes and cancer.

## Materials and methods

### Oil palm phenolic samples

For all the animal studies carried out in the present study, OPP was prepared according to the methods described by Sambanthamurthi *et al.* ^(^ ^9^ ^)^. OPP contains numerous phenolic acids. There are three isomers of caffeoylshikimic acid that are found to be major components of the extract^(^ ^10^ ^)^. Other phenolic acids include caffeic acid, protocatechuic acid and *p*-hydroxybenzoic acid. The detailed composition of OPP is as described earlier^(^ ^8^ ^)^.

### Blood pressure studies

The use of animals in the cardiovascular studies (whole animal blood pressure (BP) and cardiac arrhythmia experiments) was approved by the Commonwealth Scientific and Industrial Research Organisation-Health Sciences and Nutrition Animal Experimentation Ethics Committee. All experimental procedures including the care, handling and maintenance of the experimental animals were performed according to the National Health and Medical Research Council guidelines for the use and care of animals for experimental purposes.

An NO-deficient rat model of hypertension was used. This animal model involves the inhibition of endogenous NO production with *N* ^G^-nitro-l-arginine methyl ester (l-NAME) that leads to an elevation in BP^(^ ^11^ ^)^. In this experiment, 12-week-old male Sprague–Dawley rats (Animal Resources Centre, Canning Vale, WA, Australia) were fed a standard laboratory rat diet (Glen Forrest Stock Feeders, Glen Forrest, WA, Australia). OPP was provided as a drink (30 ml/rat per d) from the start of the experiment at two different concentrations: 1500 mg/l gallic acid equivalent (GAE) and 3000 mg/l GAE. After 4 weeks on OPP, rats were challenged with l-NAME (final dosage of 15 mg/kg), and the treatments were continued for a further 8 weeks. The four experimental groups included (1) control, (2) l-NAME, (3) l-NAME+OPP (1500 mg/l GAE) and (4) l-NAME+OPP (3000 mg/l GAE).

BP was monitored fortnightly by a standard photoelectric tail-cuff procedure (IITC Life Sciences, Woodlands Hills, CA, USA) as described previously^(^ ^12^ ^,^ ^13^ ^)^. Briefly, pre-trained rats were placed in restraining tubes (IITC models 805 and 815), and the tails were occluded with an appropriate-sized cuff coupled to a pneumatic pulse transducer and electrophysiograph (IITC model 65-12). The pulse was detected as the cuff pressure was reduced, and the pressure at which the first pulse was detected was taken as the systolic BP and computed automatically (IITC software package). The ambient temperature was carefully controlled (30°C), and the average of three to four readings was taken as the final reading.

### Cardiac arrhythmia studies

In this experiment, 4-week-old male Wistar Kyoto rats (*n* 25), sourced from the Animal Resources Centre, were fed a pro-arrhythmic diet (consisted of a standard laboratory diet further supplemented with 5 % (w/w) lard; Glen Forrest Stock Feeders) for 4 months in the presence or absence of OPP. OPP was provided as the drinking fluid (35 ml/rat per d) at a concentration of 1500 mg/l GAE. The control group received water. At the end of the feeding period, animals were subjected to acute myocardial ischaemia for 30 min by a temporary occlusion of the left anterior descending coronary artery, and the vulnerability to ventricular tachycardia, ventricular fibrillation (VF) and sudden cardiac death was quantified^(^ ^14^ ^,^ ^15^ ^)^.

### Atherosclerosis studies

A total of twenty-seven male New Zealand White rabbits, aged 4–5 months, were obtained from the Institute of Medical Research, Kuala Lumpur, Malaysia, after ethical clearance on all animal experimental procedures involving animals was obtained from the Animal Care and Use Committee of the National University of Malaysia, Bangi, Selangor, Malaysia. These animals were divided into three groups of nine and fed an atherogenic diet for 100 d. The diet contained 35 % energy from fat, 40 % energy from carbohydrate and 25 % energy from protein, with added cholesterol (0·15 %, w/w). The fat comprised 67·1 % SFA, primarily as lauric acid (12 : 0) and myristic acid (14 : 0). The control group was fed the atherogenic diet and provided distilled water as the sole drinking-water. OPP were tested at two concentrations in two groups of nine animals each, and these animals were fed the atherogenic diet and supplemented with OPP at a concentration of either 500 or 1000 mg/l GAE in the drinking fluid. At the end of the animal feeding, the rabbits were killed by exsanguination following anaesthetisation with a mixture of ketamine and zoletil (0·1 ml/kg body weight), and entire aortas were traced, dissected and fixed in 10 % (v/v) formalin. The aortas were then stained with Oil Red-O, which resulted in lipid deposits in the aortas being stained red. Delineation of atheromatous deposits in the intima and lesions were quantified using a digital image analysis system, as described by Paigen *et al.* ^(^ ^16^ ^)^. Fibrous and fatty plaques, fatty streaks and lesion-free areas of the aorta were quantified as percentage of total aorta area examined.

### Anti-diabetic studies and clinical biochemistry analysis

To examine OPP for possible protective effects against diabetes, Nile rats (*Arvicanthis niloticus*), also known as African grass rats, from the Brandeis University breeding colony, were studied as the model of choice. In captivity, Nile rats fed a standard rat chow develop type 2 diabetes and exhibit all aspects of the metabolic syndrome examined to date^(^ ^17^ ^,^ ^18^ ^)^. All animal experiments were conducted in accordance with protocols approved by the Animal Care Committee of Brandeis University.

A total of fourteen 12-week-old male Nile rats fed a standard rat chow (Lab Diet no. 5020; Purina Mills, St Louis, MO, USA) were divided into two equal groups and studied for a 17-week period. The treatment group drank OPP at 1800 mg/l GAE as their water supply, whereas the untreated group received distilled water. A shorter pilot study indicated that treatment effects could be expected between 900 and 1800 mg/l GAE. The animals were weighed initially and before killing by exsanguination under anaesthesia at the end of the 17-week period.

Fasting blood glucose was measured in tail blood following light anaesthesia (CO_2_+O_2_, 1:1 mixture) at study origin after the rats were deprived of food for 15 h overnight. Glucose was measured with an Elite XL glucometer (Bayer Company, Elkhart, IN, USA) standardised against a conventional spectrophotometric assay.

For terminal measurement of plasma TAG, total cholesterol (TC) and insulin, fasting blood samples were collected by cardiac puncture under O_2_/CO_2_ anaesthesia and placed in plastic vials moistened with EDTA. Plasma TAG and TC were determined spectrophotometrically using Infinity™ kits (TAG ref no. TR22421, TC ref no. TR13421; ThermoScientific, Waltham, MA, USA). Insulin was determined using an ELISA kit for rat insulin (Linco Research, St Charles, MO, USA).

Liver lipids (TAG and TC) were extracted from 0·1 g of tissue ground with 4 g of sodium sulphate using a 2:1 chloroform–methanol solution. Total extract was combined and dried under N_2_ and redissolved in 1 ml of chloroform. An aliquot (10–20 μl) of each sample was dried under N_2_ and dissolved in 50 μl of Triton X-100 and chloroform (1:1 by volume). The solution was dried extensively to remove chloroform. TAG and TC were then determined using the appropriate Infinity™ kits.

### Anti-tumour studies and microarray gene expression analysis

In this experiment, 6-week-old male inbred BALB/c mice were purchased from the Institute of Medical Research, after ethical clearance on all experimental procedures involving animals was obtained from the Animal Care and Use Committee of the University of Malaya, Kuala Lumpur, Malaysia. The mice were injected subcutaneously at the dorsum of the neck with IgA-secreting J558 mouse myeloma cells (ATCC TIB-6) after acclimatisation for 1 week. The mice were then divided into two groups, one group was given distilled water (*n* 15) and the other was given OPP (1500 mg/l GAE) (*n* 15). The mice were killed by exsanguination under anaesthesia after 4 weeks, when the presence of tumours was observed through palpation at the neck. Tumours were excised, weighed, their dimensions (length, width and height) measured, snap-frozen in liquid N_2_ and stored at − 80°C. Tumour volume was calculated with the formula π/6 × length × width × height, which has the highest correlation with tumour mass as this is the formula of an ellipsoid^(^ ^19^ ^,^ ^20^ ^)^, which was the shape of the subcutaneous J558 tumours in the present study.

All precautions in handling RNA were taken in the present study. Total RNA isolation from mouse tumours was carried out using the RNeasy Mini Kit (Qiagen, Inc., Valencia, CA, USA) and QIAshredder homogeniser (Qiagen, Inc.). The total RNA samples obtained were subjected to a NanoDrop 1000A Spectrophotometer for yield and purity assessment. Integrity of the total RNA samples was then assessed using the Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA, USA) and Agilent RNA 6000 Nano Chip Assay Kit (Agilent Technologies). A total of four total RNA samples with the highest RNA integrity numbers and 28S/18S rRNA ratios within each condition were then selected for microarray studies.

Amplification of total RNA samples, which were of high yield, purity and integrity, was carried out using the Illumina TotalPrep RNA Amplification Kit (Ambion, Inc., Austin, TX, USA). The biotinylated-complementary RNA produced was then hybridised to the Illumina MouseRef-8 Expression BeadChip version 1 (Illumina, Inc., San Diego, CA, USA) using the Direct Hybridisation Kit (Illumina, Inc.). Illumina MouseRef-8 Expression BeadChips contained 50-mer gene-specific probes for over 24 000 genes, which were designed based on the Mouse Exonic-Evidence-Based Oligonucleotide set, the RIKEN FANTOM 2 database and the National Center for Biotechnology Information RefSeq (Release 5) transcript database. Microarray hybridisation, washing and scanning were carried out according to the manufacturer's instructions.

In brief, complementary RNA was added to a hybridisation buffer, and the hybridisation mixture was then briefly heated and hybridised to an Illumina BeadChip. The hybridised microarray then underwent a series of washes using the wash buffers provided and 100 % (v/v) ethanol (Merck, Darmstadt, Germany). Non-specific hybridisation was blocked before incubating the microarray with the Amersham Fluorolink Streptavidin Cy-3 dye (GE Healthcare Bio-Sciences, Little Chalfont, UK) for detection, followed by a final wash with the wash buffer. The microarray was then dried and scanned with the Illumina BeadArray Reader confocal scanner and Illumina BeadScan software (Illumina, Inc.), available at the Malaysia Genome Institute, National University of Malaysia. The raw gene expression data obtained are available at Gene Expression Omnibus^(^ ^21^ ^)^ (accession no. GSE17614).

Quality control of the hybridisation, microarray data extraction and initial analysis were carried out using the Illumina BeadStudio software (Illumina, Inc.). Outlier samples were removed via hierarchical clustering analysis provided by the Illumina BeadStudio software and also using the TIGR MeV software (Institute for Genomic Research, Rockville, MD, USA)^(^ ^22^ ^)^, via different distance metrics. A minimum of three replicates per condition (with outliers removed) was then considered for further analysis. Gene expression values were normalised using the rank invariant method, and genes that had a detection level of more than 0·99 in either the control or treatment samples were considered significantly detected. To filter the data for genes that changed significantly in terms of statistics, the Illumina custom error model was used and genes were considered significantly changed at a ‘Differential Score’ of more than 13, which was equivalent to a *P* value of < 0·05.

The genes and their corresponding data were then exported into the Microsoft Excel software (Microsoft Corporation, Richmond, WA, USA) for further analysis. To calculate fold changes, an arbitrary value of 10 was given to expression values, which were less than 10. Fold changes were then calculated by dividing means of Signal Y (treatment) with means of Signal X (control) if the genes were up-regulated and vice versa if the genes were down-regulated. 

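Tumour RNA of 4 control and 3 OPP-treated samples was compared on 7 arrays. Over the 971 probes that differed between the groups at an unadjusted p under 0.05, average linkage on Euclidean distances of log2 signals placed the 4 control arrays in 1 cluster and the 3 OPP arrays in another. These probes were picked for differing between the groups, so their clustering is not independent evidence that the groups differ. Over all 10371 probes above background, OPP replicate 3 stood apart from the other 6 arrays. When those probes were divided into 3 clusters, control replicate 1 lay with OPP replicates 1 and 2, and control replicates 2, 3 and 4 formed a cluster of their own. The Pearson correlation of log2 signals across probes was 0.972 to 0.987 between control arrays, 0.970 to 0.982 between OPP arrays and 0.954 to 0.983 between arrays of different groups.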

A two-way (gene and sample) hierarchical clustering of the significant genes was then performed using the TIGR MeV software^(^ ^22^ ^)^ to ensure that the replicates of each condition were clustered to each other. The Euclidean distance metric and average linkage method were used to carry out the hierarchical clustering analysis.

Changes in biological pathways and gene ontologies were assessed via functional analysis, using GenMAPP^(^ ^23^ ^)^ and MAPPFinder^(^ ^24^ ^)^ software (both University of California at San Francisco, San Francisco, CA, USA). The MAPPFinder software ranks GenMAPP (pathways) and gene ontologies based on the hypergeometric distribution. Readers are referred to Doniger *et al.* ^(^ ^24^ ^)^ for further explanations of the terms used in the MAPPFinder software. GenMAPP and gene ontologies that had permuted *P* values of less than 0·05, number of genes changed of more than or equal to 2 and *Z* scores of more than 2 were considered significant. Boxes coloured yellow indicate genes that were up-regulated, while those coloured blue indicate genes that were down-regulated. Individual boxes that have different shadings within them indicate the presence of multiple probes (splice transcripts) within a single gene.

Changes in regulatory networks were also analysed through the use of the Ingenuity Pathways Analysis software (Ingenuity Systems, Redwood City, CA, USA). For each organ, a dataset containing differentially expressed genes and their corresponding fold changes was uploaded into the application. Analysis of up-regulated and down-regulated genes was carried out separately. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base. These genes were then overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks of these focus genes were then algorithmically generated based on their connectivity. A network is a graphical representation of the molecular relationships between genes or gene products. Genes or gene products were represented as nodes (shapes), and the biological relationship between two nodes was represented as an edge (line). The intensity of the node colour indicates the degree of up-regulation (red) or down-regulation (green). Nodes were displayed using various shapes that represented the functional class of the gene product. Edges were displayed with various labels that described the nature of the relationship between the nodes.

We carried out two-step real-time quantitative RT-PCR (qRT-PCR) studies on target genes selected to represent the tumours used in the microarray experiments, using TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA, USA). Primer and probe sets for the selected genes were obtained from the ABI Inventoried Assays-On-Demand (Applied Biosystems). Reactions were carried out according to the manufacturer's instructions. Quality control of the replicates used, real-time qRT-PCR data extraction and initial analysis were carried out using the 7000 Sequence Detection System software (Applied Biosystems). Relative quantification of the target genes of interest was carried out using the qBase 1.3.5 software (Center for Medical Genetics, Ghent University Hospital, Ghent, Belgium)^(^ ^25^ ^)^, which takes into account the calculations of amplification efficiencies and multiple reference genes. Expression levels of target genes were normalised to the geometric mean of the three most stable reference genes, chosen from the four tested, namely RAS p21 protein activator 1 (*Rasa1*), sema domain Ig domain (Ig) transmembrane domain and short cytoplasmic domain (semaphorin) 4A (*Sema4a*), protein-tyrosine sulfotransferase 2 (*Tpst2*), and eukaryotic 18S rRNA endogenous control (18S rRNA). 

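The signals of Rasa1, which encodes an activator of Ras GTPase activity, of Sema4a, a semaphorin, and of Tpst2, an enzyme that adds sulphate to tyrosine, did not differ between control and OPP tumours past the spread of the arrays. The paper selected these 3 on its microarray data, so their stability here is not independent evidence. Rasa1 had a signal of 637 ± 53.5 (SD, n = 4) in control tumours and 592 ± 11.7 (SD, n = 3) in OPP tumours (adjusted p = 0.762 from limma). Sema4a had 448 ± 68.3 and 418 ± 53.7 (adjusted p = 0.860 from limma), with the sign of its log2 change turning when a T and NK cell or a skeletal muscle score was added as a covariate. For Tpst2 the signals were 2760 ± 353 and 2736 ± 26.7 (adjusted p = 0.994 from limma), and its log2 change of less than 0.01 turned sign with quantile normalization. The probe of 18S rRNA had 21735 ± 2175 in control and 20736 ± 1290 in OPP tumours (adjusted p = 0.866 from limma). The SD of the log2 signal over all 7 arrays was 0.10 for Rasa1, 0.12 for 18S rRNA, 0.13 for Tpst2 and 0.20 for Sema4a, beside a median of 0.20 over 10371 probes. A larger SD was found for 87.7% of these probes than for Rasa1, for 79.7% than for 18S rRNA, for 76.8% than for Tpst2 and for 48.0% than for Sema4a.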

The first three reference genes were selected based on the microarray data, while the fourth is a common reference gene used in real-time qRT-PCR experiments. Stability of these reference genes was assessed using the geNorm 3.5 software (Center for Medical Genetics)^(^ ^26^ ^)^.

### Statistical analysis

Data were analysed using the Statistical Analysis System program. The experimental results are expressed as means and standard deviations, unless otherwise stated. A two-tailed unpaired Student's *t* test (comparison of two groups) or ANOVA (comparison of more than two groups) was performed, and significant differences between means were determined. Where appropriate, the required *post hoc* statistical analyses were applied for a more robust outcome. These are indicated and explained in the appropriate tables and figures. For all outcomes, *P*< 0·05 was considered statistically significant.

## Results and discussion

### Oil palm phenolic samples

OPP in oil palm vegetation liquor ranged from 1·38 to 2·43 % on a dry weight basis^(^ ^10^ ^)^. The remaining 98 % on a dry weight basis consists of fruit sugars, soluble fibres, organic acids and water-soluble vitamins, etc. It is known that phenolics are minor components in all plants, similar to other phytonutrients such as carotenoids and tocols (vitamin E). However, they are only needed in small quantities to affect a biological response. Since the present study is the first to test the effects of OPP on animals, we arbitrarily chose 500 mg/l GAE as the lowest concentration to investigate whether there were any biological effects on animals. Having determined the positive effects, we moved on to test a whole range of concentrations, with 500 mg/l GAE as the lowest dose and 3000 mg/l GAE as the highest dose. For the anti-diabetic study with Nile rats, a shorter pilot study has indicated that treatment effects could be expected between 900 and 1800 mg/l GAE (data not shown). As such, in the present study, we report the results for the highest dose tested (1800 mg/l GAE). In rat studies, the volume of OPP given was 30–35 ml/d for all concentrations tested. Based on an average rat weight of 300 g, this would be equivalent to the consumption of about 1000 ml of OPP by a 60 kg human subject, which is calculated based on the body surface area normalisation method^(^ ^27^ ^)^.

### Cardiovascular protection

*In vivo* animal studies assessed the possible cardioprotective effects of OPP. These include studies on BP regulation in rats treated with l-NAME, an inhibitor of NO synthase, cardiac arrhythmia studies using rat models of coronary artery ligation and atherosclerosis studies using rabbits.

In BP regulation studies, 12-week-old Sprague–Dawley rats were supplemented at two different doses of OPP (1500 and 3000 mg/l GAE) for 4 weeks before being treated with l-NAME. At 10 mg/kg, l-NAME resulted in a sharp rise in BP (18 mmHg) in the l-NAME control group (Fig. 1). However, no such initial rise was observed in rats that were treated with OPP. An increase in l-NAME dosage to 15 mg/kg resulted in a gradual increase in BP in OPP-treated rats over time. This was in contrast to the untreated control group, where l-NAME-treated (15 mg/kg) rats developed significantly higher BP values. This protection against hypertension by OPP was greater in rats at the higher dose (Fig. 1).

**Fig. 1:**
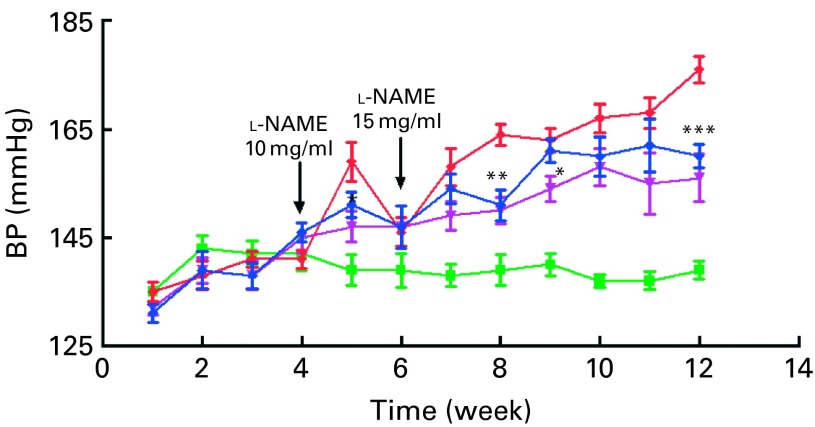
Reduction in blood pressure (BP) by oil palm phenolics (OPP). Values were significantly different as assessed by two-tailed unpaired Student's *t* test compared with the *N* ^G^-nitro-l-arginine methyl ester (l-NAME) group (*n* 12): * *P*< 0·05, ** *P*< 0·01, *** *P*< 0·001. 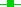, Control; 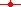, l-NAME; 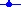, l-NAME+OPP (1500 gallic acid equivalents (GAE)); 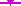, l-NAME+OPP (3000 GAE).

Oral administration of OPP thus lowered BP in a NO-deficient rat model of hypertension and is consistent with the observations made with isolated vascular preparations described in the previous study^(^ ^8^ ^)^. In addition to the possible direct effect on the endothelial NO synthase system, OPP being an antioxidant may have scavenged the increased reactive oxygen species associated with l-NAME, thus reducing or inhibiting oxidative stress central to the development of hypertension and atherosclerosis. Therefore, OPP may have broad applications in modulating NO in chronic syndromes such as CVD.

The potential cardioprotective effect of OPP was also evaluated using an *in vivo* rat model of cardiac arrhythmia and sudden cardiac death, following a long-term dietary regimen. At the end of the 4-month feeding period, rats were subjected to myocardial ischaemia by ligating and hence occluding the coronary artery. The vulnerability to ventricular tachycardia, VF and sudden cardiac death was measured. The incidence of ventricular tachycardia was not influenced by OPP, but there was a trend (not significant) towards a lower mean duration of ventricular tachycardia (Table 1). In contrast, OPP at 1500 mg/l in drinking-water resulted in a significantly lower incidence (*P*< 0·05, χ^2^) of VF. Of the twenty-five rats, thirteen (52 %) went into VF compared with twenty-one out of twenty-three rats (91 %) in the unsupplemented controls. Rats receiving OPP also had a significantly shortened (*P*< 0·05 or better) duration of VF. The overall mortality in the OPP group was five out of twenty-five (20 %) compared with nine out of twenty-three (40 %) in the control group. No significant difference was evident in the area of the myocardium that was rendered ischaemic by ligation of the coronary artery, suggesting that these observations were independent of the surgical procedure.

**Table 1:** Reduction of vulnerability to ventricular tachycardia (VT), ventricular fibrillation (VF) and mortality in rat models of cardiac arrhythmia (Mean values, standard deviations and percentages)

	Distilled water (control) (*n* 23)	OPP (1500 mg/l GAE) (*n* 25)
Parameters measured	Mean	sd	Mean	sd
VT incidence (% of animals)	96	88
VT duration (s)	120·5	35·9	85·2	26·1
VF incidence (% of animals)	91	52*
VF duration (s)	99·8	21·2	47·5*	15·5
Mortality (% of animals)	40	20
Ischaemic myocardium area zone-at-risk (%)	49·6	0·7	48·6	0·8

OPP, oil palm phenolics; GAE, gallic acid equivalent.

* Values were significantly different (*P*< 0·05).

As atherosclerosis represents an important component of CVD, the development of atherosclerosis was assessed in rabbits fed a high-fat, cholesterol-rich atherogenic diet. As expected, control rabbits fed this atherogenic diet developed extensive fibrous and fatty plaques as well as fatty streaks in their aortas (Table 2). On the other hand, animals given the same atherogenic diet but supplemented with OPP as drinking fluid resulted in significantly reduced fatty plaques and fatty streaks. In addition, lesion-free areas in OPP-supplemented animals were more prevalent, indicating a net protection against the development and progression of atherosclerosis. The morphology and progression of atheromatous lesions in rabbits were similar to that described in human atheromatous lesions^(^ ^28^ ^)^. While the results obtained may not be directly translated to human subjects, it is nonetheless strong evidence of bioactivity and hence bioavailability.

**Table 2:** Inhibition of the development of aortic lesions in rabbits fed an atherogenic diet* (Mean values and standard deviations, *n* 9)

	Distilled water (control)	OPP (500 mg/l GAE)	OPP (1000 mg/l GAE)
Description of lesion	Mean	sd	Mean	sd	Mean	sd
Fibrous plaque†	7·96^a,b^	3·82	1·41^a,c^	0·81	0·96^b,c^	0·45
Fatty plaque‡	8·53^a,b^	3·47	4·82^a^	2·66	3·49^b^	2·98
Fatty streak§	12·41^a,b^	5·02	10·28^a,c^	5·74	6·45^b,c^	3·72
Lesion-free area∥	70·93^a,b^	6·76	83·40^a^	8·04	87·92^b^	8·12
Total area (%)	99·83	0·28	99·97	0·16	99·85	0·27

OPP, oil palm phenolics; GAE, gallic acid equivalent.

^a,b,c^Mean values with like superscript letters were significantly different from each other (*P*< 0·05).

* Values are percentage of total aorta area (mm^2^).

† Raised nodular lesions, continuous, intense red, white hard and visible to naked eyes.

‡ Raised distinct lesions, intensely stained red.

§ Lipid accumulation, stained light red.

∥ Healthy intima.

### Protection against diabetes

Providing OPP *ad libitum* at 1800 mg/l GAE as the sole drinking fluid for 17 weeks blocked diabetes progression (hyperglycaemia and hyperlipaemia) in 12-week-old male Nile rats as evidenced by normalisation of initially elevated blood glucose and plasma lipids (Table 3). Rats that were not supplemented with OPP eventually progressed to severe polyuria and polydipsia with enlarged kidneys and livers. Fasting blood glucose levels at the start of the experiment indicated early diabetes in the OPP-treated group (1250 mg/l on average), which subsequently improved after 17 weeks of OPP treatment (480 mg/l), while glucose in the untreated rats rose from pre-diabetic (870 mg/l) to diabetic (1370 mg/l) levels. Normal glucose in Nile rats ranges from about 400 mg/l at weaning to about 900 mg/l as non-diabetic young adults. Values exceeding 4000 mg/l are common in non-fasting diabetic adult rats. Slightly higher plasma insulin in the treatment group suggests that OPP may have enhanced insulin production, even as β-cells failed in the controls^(^ ^29^ ^)^. Plasma lipids including TAG and TC in untreated rats were severely elevated by the end of the study compared with rats receiving OPP, which had plasma lipid values that were essentially normal.

**Table 3:** Anti-diabetic effects of oil palm phenolics (OPP)* (Mean values and standard deviations, *n* 7)

	Water	OPP (1800 mg/l GAE)
Parameter	Mean	sd	Mean	sd
Diet (kJ/g)	15·69		15·69	
Body weight (g)				
Initial (11–13 weeks old)	95	20	98	12
Final (at 30 weeks)	111	18	118	20
Body-weight gain (g/d)	0·16	0·21	0·29	0·24
Food intake (overall average)				
g/d	18†	5	12	3
kJ/d	276†	75	184	42
kJ/d per kg body weight	2548†	812	1594	423
Water or OPP intake				
At third month (ml/d)	66†	34	40	21
At third month (kJ/d)	0		46	25
Total energy intake				
Food+OPP (kJ/d)	276	75	230	42
OPP intake at third month (mg/d per kg body weight)	0		508	
Organ weight (% body weight)				
Liver	5·4†	1·4	3·8	0·6
Kidney	1·4†	0·7	0·9	0·2
Adipose (total)	6·3	1·0	8·3	3·0
Carcass	68	2	70	1
Fasting blood glucose (mg/l)				
Initial	870	960	1250	1500
Final (at 16–17 weeks)	1390†	1090	480	160
Final plasma insulin (ng/ml)	3·38	1·57	6·20	2·43
Plasma TAG (mg/l)				
Initial	850	350	990	1020
Final (at 17 weeks)	2240†	1890	650	300
Plasma TC (mg/l)				
Final (at 17 weeks)	4010†	2380	1720	780

GAE, gallic acid equivalent; TC, total cholesterol.

* Male Nile rats, 12 weeks old, were fed standard chow 5020 and drinking-water or OPP for 17 weeks.

† Mean values were significantly different (*P*< 0·05).

Wild-type Nile rats exhibit extensive variation in their rate of developing diabetes^(^ ^17^ ^)^, so the plasma TC and TAG elevation varies based on their degree of diabetes. But when the extent of individual hyperglycaemia is correlated with TC, and especially with TAG, the relationship is extremely powerful, with *R* correlation values obtained typically >0·70–0·75. This is also true for relationships between liver weight and blood glucose, and between kidney weight and blood glucose. Thus, the parameters evaluated in the present study (glucose, TC, TAG, liver and kidney weights) are good markers of diabetic status and the metabolic syndrome, and all are highly interrelated, as one would predict for diabetes and the metabolic syndrome in human subjects. Elevated TAG, hyperglycaemia, depressed HDL and fatty liver are common to this animal model and the human disease^(^ ^17^ ^)^. It is important to note that while some of the seven control rats were diabetic by the end of the present study (blood glucose >1100 mg/l), none of the OPP group was diabetic (blood glucose < 1000 mg/l). The probability that this was not due to chance was significant at *P*< 0·05, with the means being especially supported by the observation that blood glucose levels in most of the rats receiving OPP declined, whereas those in most of the controls increased. Expressing the data as percentage of change would have been more striking, but that would deprive the reader of appreciating the true biological variation that was observed in the present study. Furthermore, the effect of OPP on diabetes was confirmed statistically (despite the inherent variation) by all the other criteria (TAG, TC, liver and kidney weights).

The present results thus imply that OPP protects against (and may even reverse) early type 2 diabetes characterised by hyperglycaemia and hyperlipaemia in a model that develops spontaneous diabetes when fed typical rat chow. This is in line with the knowledge that phenolics confer anti-diabetic effects via various mechanisms, including reducing oxidative stress^(^ ^30^ ^)^ and lipid peroxidation^(^ ^31^ ^)^, defending pancreatic cells from oxidative damage^(^ ^32^ ^)^, protecting lymphocytes from DNA damage^(^ ^33^ ^)^, as well as preserving vascular functions in diabetic complications^(^ ^34^ ^)^. Mulvihill *et al.* ^(^ ^35^ ^)^ reported that naringenin attenuated dyslipaemia and hyperinsulinaemia in LDL receptor null mice with diet-induced insulin resistance. Anderson^(^ ^36^ ^)^ reported that cinnamon polyphenols improved insulin sensitivity *in vitro* and in individuals with type 2 diabetes. Subjects with the metabolic syndrome who consumed an aqueous extract of cinnamon have been shown to have improved fasting blood glucose, systolic BP, percentage body fat and lean body mass compared with the placebo group. Huang *et al.* ^(^ ^37^ ^)^ investigated the effects of caffeic and cinnamic acids on glucose uptake by insulin-resistant mouse liver FL83B cells. Their results suggested that these phenolic acids promoted insulin receptor tyrosyl phosphorylation, up-regulated the expression of insulin signal-associated proteins (insulin receptor, phosphatidylinositol-3 kinase, glycogen synthase and GLUT-2), increased the uptake of glucose, and therefore alleviated insulin resistance in the cells.

Insulin resistance is the main trigger for the metabolic syndrome and is a consequence of the inability of insulin to efficiently signal its receptor kinase and/or downstream targets. Assuming OPP can be found to attenuate metabolic disorders linked to insulin resistance in other systems, it holds promise for this aspect of the metabolic syndrome.

### Anti-tumour effects

The possible anti-tumour properties of OPP were studied using 7-week-old BALB/c mice subcutaneously inoculated with syngeneic J558 mouse myeloma cells. All animals were given standard rodent chow in this experiment. The test animals were given OPP (1500 mg/l GAE) *ad libitum* as the sole fluid source, while the control animals received distilled water. No significant differences were observed in tumour incidence (Fig. 2(a)), as the entire tumour mass typically grows at the site of injection. However, this experiment revealed a significant reduction in tumour volume (Fig. 2(b)) and weight (Fig. 2(c)) in the OPP-treated group.

**Fig. 2:**
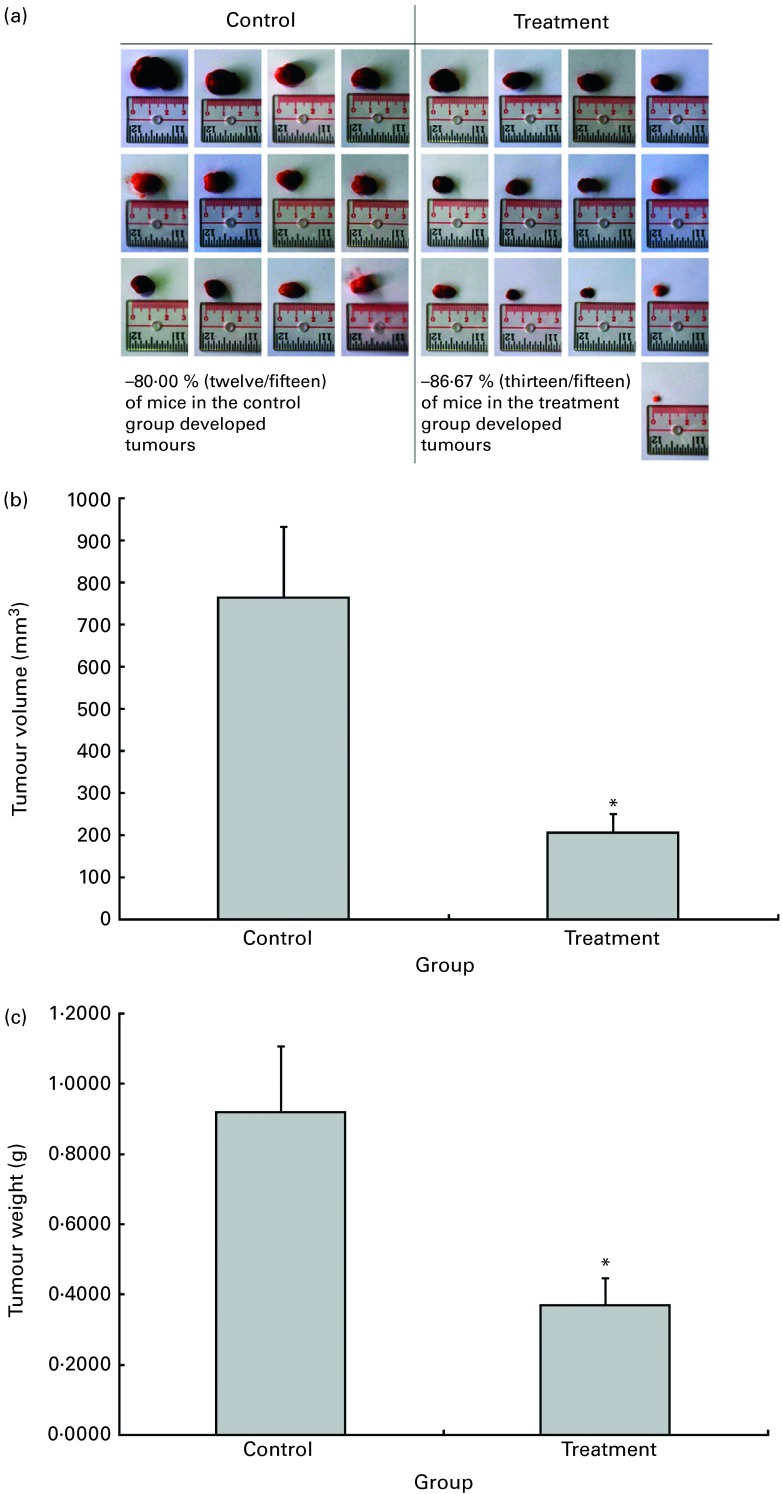
*In vivo* anti-tumour effects of oil palm phenolics. (a) Tumour incidence, (b) tumour volume reduction and (c) tumour weight reduction. * Values were significantly different as assessed by the two-tailed unpaired Student's *t* test, *n* 12–13 (*P*< 0·05).

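Tumours that grew from J558 cells, a mouse plasma cell (myeloma) line that secretes IgA, carried very high signals of lambda light chain and high signals of IgA genes in both groups. The constant region of lambda chain 1 had a signal of 38849 ± 1545 (SD, n = 4) in control tumours and 41803 ± 1448 (SD, n = 3) in OPP tumours, and the IgA heavy chain constant region had 6031 ± 992 and 5866 ± 1041. The IgA signal did not differ between the groups past the spread of the arrays (adjusted p = 0.946 from limma). The lambda chain 1 probe lay at 87.5% to 96.1% of the highest signal on its array, so no statement on a difference is made from it. The probe of the IgM heavy chain (means 66.0 and 31.8) did not pass the filter, with 11.9 on control replicate 1, 1.2 on OPP replicate 3 and 35.8 to 114 on the other arrays. Those of IgD and IgG2c heavy chains lay below the detection limit on every array. The 14 tested markers of plasma cells had a mean log2 change of −0.10 and did not pass the test as a list (limma camera, adjusted p = 0.759).
Tumour RNA of 4 control samples and 3 samples from OPP-treated mice was measured, each on 1 array of a single-colour BeadChip (MouseRef-8, version 1). The male BALB/c mice, 7 weeks old at inoculation by the paper and 10 weeks old by the sample labels, drank distilled water or OPP for 4 weeks after the cells had been injected under the skin of the neck. The dose is 1500 mg/l GAE in the paper and 1500 ppm GAE in the labels. Samples of each condition are numbered as replicates, and the sources used here do not say which mouse each came from, so the p-values measure the spread between these samples. The authors' values are intensities on a linear scale, extracted with BeadStudio 1.5.1.3, background-subtracted and normalised by the rank invariant method, with outlier samples already removed. The arrays' medians were 14.1 to 17.3, and 27.8% to 30.3% of values on an array lay below 0.
Values under 10 were set to 10, as in the paper's fold changes, before log2 was taken. A detection score was not used here, because the columns that hold it match no sample by name. A probe was instead kept when its signal exceeded 2.33 SD of the background noise, the one-sided 0.99 level, on every array of at least 1 group. The noise was estimated on each array from the values below 0, and the limit was 20.6 to 26.7. Between 10653 and 11268 probes per array (44.4% to 47.0%) lay above it, and 10371 probes were tested, 8869 of them for 7191 named genes and 1502 unnamed, with limma. The exact permutation test used here counts the smaller tail for both sides, and with 4 samples against 3 its smallest two-sided p is 0.0571. A gene with several probes is given by the brightest, and every log2 change is OPP minus control.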

As an extension to this anti-tumour observation, we explored the possible molecular mechanisms involved by using microarray analysis. 

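Cell-cycle genes at an unadjusted p under 0.05 lay on both sides in OPP tumours. Of 71 tested genes in 3 lists for G1 regulation, S phase and G2 and M phase, which were written before the data were examined, 3 were higher and 6 lower at an unadjusted p under 0.05. The lists include Ccnd2, Ccne2, Cdk4, Cdk2, Ccna2, Plk1, Mad2l1, Cdc20 and Mcm6, which the paper names as changed on the same samples. Tests of these lists are therefore not fully independent of the paper's choice. Those higher were the G1 cyclins Ccnd2, Ccnd3 and Ccne2. Those lower were Cdkn1c, which encodes an inhibitor of cyclin-dependent kinases, Gmnn, which encodes the replication licensing inhibitor geminin, Cenpa, the histone variant of centromeres, and the mitotic genes Ccna2, Plk1 and Mad2l1. Cenpa had a signal of 3641 ± 370 (SD, n = 4) in control and 2608 ± 224 (SD, n = 3) in OPP tumours, a log2 change of −0.48 (SE 0.12, adjusted p = 0.347 from limma). Gmnn had 1603 ± 88.1 and 1255 ± 102, a log2 change of −0.35 (SE 0.10, adjusted p = 0.377 from limma). Ccnd3 had 73.3 ± 18.1 and 108 ± 25.7, a log2 change of 0.56 (SE 0.23, adjusted p = 0.523 from limma). Cdkn1c was above background in all control tumours and in no OPP tumour, at least 1.68-fold lower (adjusted p = 0.275 from limma), and was the 1 gene of the 71 with an adjusted p under 0.05 when adjusted over the list alone (0.0411).
By Fisher's exact test the cell-cycle genes were not enriched past the threshold: 12.7% of the 71 were at an unadjusted p under 0.05, beside 8.43% of the other 7120 named genes (odds ratio 1.58, 95% interval 0.686 to 3.21, two-sided p = 0.197), while limma fry, a rotation test that does not compare with other genes, gave p = 0.00273 for changes in either direction and p = 0.187 for a common one. Over all 10371 probes, 0 passed an adjusted p under 0.05 in limma (smallest 0.110), and 971 had an unadjusted p under 0.05, 603 higher and 368 lower in OPP tumours, where chance alone gives 519. The methods' t-test gave 0 and 909 such probes, and an error-model test built after the paper's methods gave 40 and 988, with Cdkn1c, Cenpa and Gmnn among the 40 (adjusted p = 0.00599, 0.00694 and 0.0252 in that test). That test is a stand-in written here and not the Illumina custom error model itself. Groups did not overlap for 1006 probes, 9.70% of those tested, where chance gives 5.71%. The filter also kept probes above background in 1 group alone, so it uses the groups, and neither 5.71% nor 519 is exact. The 7 arrays were also split in all 35 ways, a check chosen after seeing the results. A count at an unadjusted p under 0.05 as large as 971 came in 4 splits (highest other 1326). Chance is therefore not excluded.
Without control replicate 1, 42.3% of the probes at an unadjusted p under 0.05 were higher in OPP tumours, and the odds ratio of the cell-cycle genes was 0.572. It was 0.878 without control replicate 2 and 0.927 without OPP replicate 2, but 3.11 (Fisher p = 0.00117) with no detection filter and 2.00 (Fisher p = 0.0488) with a trended and robust variance prior.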

Functional analysis carried out using microarray data obtained from tumours of mice indicated that genes involved in the cell cycle were differentially expressed (Fig. 3(a)) in the OPP-treated group. 

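Among the genes with the smallest p and no overlap between the groups, many of those lower in OPP tumours encode proteins of striated muscle, and none of these genes passed an adjusted p under 0.05 in limma. Mybpc1, a myosin-binding protein of slow muscle fibres, was above background in every control tumour and in no OPP tumour, at least 1.91-fold lower (adjusted p = 0.110 from limma, the smallest of all probes), and passed with quantile normalization (adjusted p = 0.0491) and without control replicate 4 (adjusted p = 0.0150). Its signal was at the floor of 10 on every OPP array, so the spread of that group is set by the floor. With a floor of 50 its log2 change was −0.11. Tcap, which encodes the titin cap, had a signal of 737 ± 526 (SD, n = 4) in control and 53.8 ± 58.6 (SD, n = 3) in OPP tumours, where 2 of 3 arrays measured it above background. Actn2, a muscle actinin, had 217 ± 93.1 and 35.5 ± 34.1, again with 2 of 3 OPP arrays above background. The muscle genes Mustn1, Sypl2 and Pdlim3 were lower by log2 changes of −1.30, −1.95 and −1.39, with 1, 1 and 2 of the 3 OPP arrays above background. The others of the 12 lower genes were Cdkn1c, the calcium channel subunit Cacna2d1 (at least 1.36-fold), the matrix protein gene Tnxb (at least 1.88-fold), the sulphotransferase gene Chst2 (log2 change −0.71, 2 of 3 OPP arrays above background), the lymphangiogenic factor Vegfd (−0.57) and Rbbp6 (−0.43).
On the other side, Mmp13, which encodes the collagen-degrading enzyme collagenase 3, had a signal of 225 ± 77.6 (SD, n = 4) in control and 1045 ± 410 (SD, n = 3) in OPP tumours, a log2 change of 2.21 (SE 0.32, adjusted p = 0.178 from limma). Galc, a lysosomal enzyme of galactolipid breakdown, had 48.3 ± 3.07 and 84.5 ± 6.04, a log2 change of 0.81 (SE 0.10, adjusted p = 0.159 from limma). Hapln1, a link protein of hyaluronan matrix, had a log2 change of 0.57 and the transcriptional coactivator Sub1 one of 0.44. Also among the 12 higher genes were Cant1 (0.88), Pkig (0.52), D6Wsu163e (0.51), Tmem88 (0.51), Zmat2 (at least 1.17-fold, above background on no control array), Echdc2 (0.99, with 3 of 4 control arrays above background), Dzip1l (0.63, with 3 of 4 control arrays) and Zfp617 (0.63, with 2 of 4). A second probe of Echdc2 went the other way, and stood for the gene without OPP replicate 2 (−0.13) and without OPP replicate 3 (−0.36). Adjusted p from limma for these 24 genes ran from 0.110 to 0.335. With the error-model test Sypl2, Mustn1, Mybpc1, Pdlim3, D6Wsu163e, Cacna2d1 and Galc also passed (adjusted p = 0.00242, 0.00749, 0.00838, 0.0108, 0.0203, 0.0252 and 0.0295 in that test), Galc passed with a floor of 50 (adjusted p = 0.0452), and with alternatives chosen after seeing the data Zmat2 passed with the T and NK cell score as a covariate (adjusted p = 0.0454) and Cdkn1c without control replicate 1 and OPP replicate 3 (adjusted p = 0.0406). Over the alternative settings that gave a value, log2 changes came as near to 0 as 0.02 for Cant1 and −0.01 for Vegfd. Mustn1 came to −0.06, Mybpc1 to −0.11 and Tnxb to −0.15, and Echdc2 turned sign.
Of 15 tested skeletal muscle markers, listed before the data were examined, 12 were lower at an unadjusted p under 0.05 and also when adjusted over the list alone, and 0 over all probes. Their mean log2 change was −2.99 (limma camera, adjusted p = 5.74e-11, and adjusted p = 0.508 with an estimated correlation). Acta1 and Mybpc1 of this list are labels in Fig. 3(c), drawn from the same samples. The list is therefore not fully independent of the paper's choice. Tnnt3, fast troponin T, had 765 ± 541 (SD, n = 4) in control and 77.6 ± 107 (SD, n = 3) in OPP tumours, with 2 of 3 OPP arrays above background. Mybpc2 and Actn3, of fast fibres, had log2 changes of −3.55 and −3.05, and 1 of 3 OPP arrays measured each above background. All 5 tested adipocyte markers were below 0, with a mean log2 change of −0.98 (limma camera, adjusted p = 0.0130, and adjusted p = 0.715 with an estimated correlation). Car3 and the adipokine gene Adipoq had log2 changes of −1.64 and −1.49. Of 19 tested genes of hypoxia and glycolysis, 14 were above 0 and 2 at an unadjusted p under 0.05, with a mean log2 change of 0.16 (limma camera, adjusted p = 0.0499, and adjusted p = 0.940 with an estimated correlation). These 2 were Hk1, a hexokinase, and P4ha1, a collagen prolyl hydroxylase, which had log2 changes of 0.48 and 0.34.
The adipocyte list gave adjusted p = 0.0533, 0.0534 and 0.0639 in limma camera without control replicate 3, control replicate 4 and OPP replicate 2 (mean log2 changes of −0.78, −0.79 and −0.92), and the hypoxia list 0.211, 0.0964, 0.0938, 0.0896 and 0.128 without control replicates 1 and 4 and OPP replicates 1, 2 and 3 (mean log2 changes of 0.09, 0.15, 0.15, 0.17 and 0.16). The hypoxia list also lost its call with a floor of 50 (adjusted p = 0.0669), detection on all 7 arrays (0.0529), array weights (0.111), a replicate block (0.0815) and the mean of a gene's probes (0.0724), and in the alternatives chosen after seeing the data with the fallback filter (0.0639), the muscle score as a covariate (0.0645, mean log2 change 0.23) and both control replicate 1 and OPP replicate 3 left out (0.249); in those alternatives the adipocyte list lost its call with the muscle score (mean log2 change −0.25, adjusted p = 0.786), the T and NK cell score (−0.74, 0.0647) and the fallback filter (−0.57, 0.0674), all in limma camera. Over the 5 muscle genes above background on all 7 arrays, the muscle list had a mean log2 change of −1.63 (limma camera, adjusted p = 0.158).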

The genes and functions significantly affected by OPP are listed in supplementary materials (available online at http://www.journals.cambridge.org/bjn). 

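Ccnd2, the D-type cyclin that partners Cdk4 in G1 phase, was higher in all OPP tumours than in any control tumour. Its signal was 1603 ± 160 (SD, n = 4) in control and 2015 ± 219 (SD, n = 3) in OPP tumours, a log2 change of 0.33 (SE 0.12, adjusted p = 0.485 from limma). An exact permutation test gave p = 0.0571, the smallest that this form of the test can give with 4 samples against 3. Cdk4, the kinase that acts with D-type cyclins, had 1412 ± 105 and 1591 ± 57.9 by its brightest probe, a log2 change of 0.17 (SE 0.09, adjusted p = 0.597 from limma). Cdk2, the partner of E-type cyclins, had 1923 ± 195 and 2095 ± 81.7 by its brightest probe, a log2 change of 0.13 (SE 0.11, adjusted p = 0.725 from limma).
All 4 probes of Cdk2 were above 0, whereas of the 3 of Cdk4 the dimmest had a log2 change of only 0.01. Another probe of Cdk4 had a log2 change of 0.29 (adjusted p = 0.480 from limma), and others of Cdk2 had 0.39 and 0.27 (adjusted p = 0.485 and 0.509 from limma), these 3 probes being at an unadjusted p under 0.05. The list of Ccnd2, Ccne2, Cdk4 and Cdk2 had a mean log2 change of 0.27 (limma camera, adjusted p = 0.0130, and adjusted p = 0.508 with an estimated correlation). The study chose these 4 genes on the same samples, so the list is not independent evidence of their direction. Camera's adjusted p for the list was 0.0506 without OPP replicate 3 and, in alternatives chosen after seeing the data, 0.0772 with a skeletal muscle score as a covariate (mean log2 change 0.34) and 0.0542 without control replicate 1 and OPP replicate 3 (0.23).

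**Figure D1:**
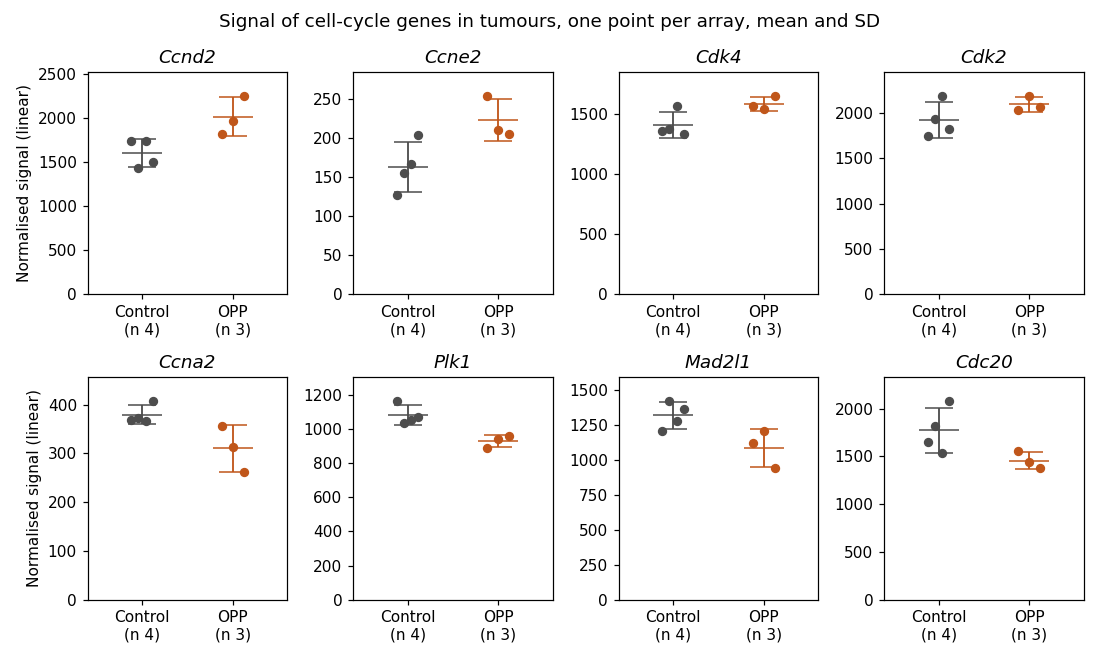
Normalised signal on a linear scale of 8 cell-cycle genes, with 1 point per array, and the mean and SD of 4 control and 3 OPP tumours. Ccnd2 and Ccne2 lie higher, and Ccna2 and Plk1 lower, on all 3 OPP arrays than on any control array, while the points of Cdk4, Cdk2, Mad2l1 and Cdc20 overlap between the groups.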

On the one hand, genes such as cyclin D2 (*Ccnd2*), cyclin E2 (*Ccne2*), cyclin-dependent kinase 4 (*Cdk4*) and cyclin-dependent kinase 2 (*Cdk2*) were up-regulated by OPP. On the other hand, genes such as cyclin A2 (*Ccna2*), cyclin B1 (*Ccnb1*), polo-like kinase 1 (*Plk1*), mitotic arrest deficient 2, homologue-like 1 (*Mad2l1*), cell division cycle 20 homologue (*Cdc20*), histone deacetylase 6 (*Hdac6*) and minichromosome maintenance deficient 6 (*Mcm6*) were down-regulated by OPP. 

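Plk1, a kinase that drives entry into and passage through mitosis, and Hdac6, a cytoplasmic deacetylase that acts on tubulin, were lower in all OPP tumours than in any control tumour. Plk1 had a signal of 1083 ± 57.8 (SD, n = 4) in control and 931 ± 37.7 (SD, n = 3) in OPP tumours, a log2 change of −0.22 (SE 0.09, adjusted p = 0.509 from limma). Hdac6 had 304 ± 14.0 and 254 ± 4.66, a log2 change of −0.26 (SE 0.08, adjusted p = 0.454 from limma). Mad2l1, of the spindle checkpoint, had 1317 ± 95.7 and 1087 ± 136, a log2 change of −0.28 (SE 0.12, adjusted p = 0.518 from limma). Without OPP replicate 3 its log2 change was −0.18. Cdc20, which activates the anaphase-promoting complex, had 1773 ± 235 and 1457 ± 93.1 by its brightest probe, a log2 change of −0.28 (SE 0.12, adjusted p = 0.536 from limma), while its other 2 probes had −0.05 and −0.09.
Mcm6, a subunit of the replicative helicase, had 1425 ± 254 and 1420 ± 129 by the brightest of its 3 probes, a log2 change of 0.01 (SE 0.16, adjusted p = 0.989 from limma) and a fold change of −1.003 between the linear means. Its probes differed in sign on the log2 scale: another had a log2 change of 0.01 and the third one of −0.28 (SE 0.15, adjusted p = 0.589 from limma). Ccnb1 was not analysed here. An exact permutation test gave p = 0.0571 for Plk1 and Hdac6, 0.114 for Mad2l1 and Cdc20 and 1 for Mcm6. The 6 tested genes of this list had a mean log2 change of −0.22 (limma camera, adjusted p = 0.00323, and adjusted p = 0.426 with an estimated correlation), and as the study chose them on these samples the list is not independent evidence of their direction. With a skeletal muscle score as a covariate, chosen after seeing the data, its mean log2 change was −0.18 and did not pass (limma camera, adjusted p = 0.0772).
Of the 12 tested genes that the paper names as changed, 11 had the paper's direction on the log2 scale, and by the ratio of linear means Mcm6 did too; 6 had it at an unadjusted p under 0.05, but 0 at an adjusted p under 0.05, over all probes or adjusted over the list alone (smallest 0.0860). That number was 9 by any probe, and with the error-model test 8 by the brightest probe and 12 by any. It was 8 with a trended and robust prior or the mean of a gene's probes, 7 with quantile normalization, median scaling, a floor of 50, no detection filter or detection on all 7 arrays, 6 with array weights and 5 with the methods' t-test. It was 4, 1, 5 and 3 without control replicates 1, 2, 3 and 4, and 3, 3 and 2 without OPP replicates 1, 2 and 3. It was 2 with a replicate block and, in alternatives chosen after seeing the data, 7 with the fallback filter, 3 with the T and NK cell score and 0 with the muscle score as a covariate, and 1 without control replicate 1 and OPP replicate 3. The muscle score did not overlap between the groups, so the fit with it cannot tell muscle content from OPP treatment. The paper picked these genes with an error model on the same samples, so none of these tallies is independent evidence.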

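Ccne2, the cyclin that acts with Cdk2 at the start of S phase, was higher in every OPP tumour than in any control tumour, and Ccna2, the cyclin of S and G2 phases, was lower in every OPP tumour. Ccne2 had a signal of 163 ± 31.9 (SD, n = 4) in control and 223 ± 26.9 (SD, n = 3) in OPP tumours. Calculated as the paper does, from the means of linear signals, its fold change was 1.37. On the log2 scale the change was 0.47 (SE 0.17, adjusted p = 0.485 from limma). Ccna2 had a signal of 379 ± 19.0 (SD, n = 4) in control and 310 ± 47.8 (SD, n = 3) in OPP tumours, a fold change of −1.22. Its log2 change was −0.30 (SE 0.12, adjusted p = 0.511 from limma). An exact permutation test gave p = 0.0571 for each gene. When single arrays were left out, the fold change of Ccne2 ran from 1.27 to 1.49 and that of Ccna2 from −1.32 to −1.13. Each gene has 1 tested probe. The samples measured by qRT-PCR were not analysed here.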

The directions and fold changes for two of these genes, *Ccne2* and *Ccna2*, obtained from real-time qRT-PCR, were comparable with those obtained using the microarray technique (Fig. 3(b)), thus validating the microarray results obtained.

**Fig. 3:**
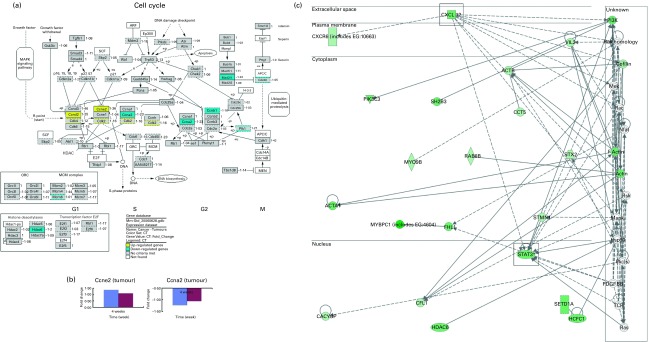
Microarray analysis results obtained from the anti-tumour studies of oil palm phenolics (OPP). (a) Genes differentially expressed in the tumour cell cycle pathway as indicated by the GenMAPP analysis indicate cytostatic effects of OPP (Illumina custom error model *P*< 0·05, *n* 3–4). The figure is adapted from KEGG and maintained by GenMAPP.org. (b) Gene expression fold changes of two cell-cycle genes as determined by microarray and real-time quantitative RT-PCR experiments were comparable, thus validating the microarray results obtained. (c) Genes down-regulated in the *Stat3* and *Cxcl12* network generated by the Ingenuity Pathways Analysis software indicate possible anti-invasiveness and anti-metastatic potential of OPP. 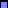, Microarray; 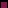, real-time quantitative RT-PCR. ORC, origin recognition complex; MCM, mini-chromosome maintenance; MAPK, mitogen-activated protein kinase; SCF, *Skp1*/*Cul1*/F-box complex; ARF, alternative reading frame; APC/C, anaphase-promoting complex/cyclosome; MEN, mitotic exit network; CT, cancer-tumours.

The regulation of cell-cycle genes found in the present study suggests that OPP may inhibit tumour growth *in vivo* by inducing a G1/S phase arrest in the cell cycle^(^ ^38^ ^)^. This is consistent with observations made in several cancer cell lines, in which cell-cycle arrest was brought about by other phenolic antioxidants such as phenolic acids^(^ ^39^ ^)^, hydroxytyrosol^(^ ^40^ ^,^ ^41^ ^)^, resveratrol^(^ ^42^ ^)^, piceatannol^(^ ^43^ ^)^, genistein^(^ ^44^ ^)^ and luteolin^(^ ^45^ ^)^. 

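As a list, genes of the G2 and M phases had a mean log2 change of −0.14 in OPP tumours (limma camera, adjusted p = 0.00137, and adjusted p = 0.687 with an estimated correlation), whereas lists of S phase genes and of G1 regulators had means near 0. Of 22 tested genes of G2 and M phases, 18 were below 0 and 4 of these (Cenpa, Plk1, Ccna2 and Mad2l1) were at an unadjusted p under 0.05, with 0 adjusted over the list alone. The paper names Plk1, Ccna2, Mad2l1 and Cdc20 of this list as changed on the same samples, so the list is not fully independent evidence. Cenpa and Plk1 act at the centromere and in the spindle, and Mad2l1 in the checkpoint that holds anaphase back. Of 25 tested S phase genes, 19 were below 0 and 1, Gmnn, at an unadjusted p under 0.05, with a mean log2 change of −0.03 (limma camera, adjusted p = 0.597). Chaf1b, a subunit of the assembly factor that loads histones on new DNA, had a log2 change of −0.25 (adjusted p = 0.536 from limma). Of 24 tested G1 regulators, 3 were higher and 1 lower at an unadjusted p under 0.05, and the mean log2 change was −0.02 (limma camera, adjusted p = 0.941). Those higher were the cyclins Ccnd2, Ccnd3 and Ccne2 and the 1 lower was the kinase inhibitor Cdkn1c, so these G1 regulators had no common direction.
On each array the mean log2 signal of the G2 and M phase list was set against that of the S phase list. The difference was −0.53 ± 0.03 (SD, n = 4) in control and −0.63 ± 0.04 (SD, n = 3) in OPP tumours, without overlap (exact permutation test, two-sided p = 0.0571). This comparison was chosen after both list means were seen and restates them, so it is not separate evidence. The G2 and M phase list also did not pass with limma fry (adjusted p = 0.240) or with the skeletal muscle score as a covariate, an alternative chosen after seeing the data, in which its mean log2 change was −0.13 (limma camera, adjusted p = 0.0540). The paper proposes, from the regulation of cell-cycle genes, that OPP may hold tumour growth back through an arrest at the G1/S transition.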

Interestingly, the same genes that we found to be significantly changed by OPP were also found to be regulated, but in the opposite direction, in colorectal tumour cells resistant to a combined chemotherapy of folinic acid, 5-fluorouracil and irinotecan^(^ ^46^ ^)^. The opposite direction of regulation of these genes by OPP thus indicates that OPP may help sensitise tumour cells towards chemotherapy, and suggests that it might be used together with selected chemotherapeutic agents for enhanced cytotoxicity in cancer cells.

Furthermore, genes that are normally associated with cancer proliferation and invasion such as signal transducer and activator of transcription 3 (*Stat3*) and chemokine (C–X–C motif) ligand 12 (*Cxcl12*) were also down-regulated by OPP (Fig. 3(c)). 

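Stat3, a transcription factor activated by cytokine receptors, had a signal of 1114 ± 182 (SD, n = 4) in control and 851 ± 133 (SD, n = 3) in OPP tumours, a log2 change of −0.39 (SE 0.17, adjusted p = 0.531 from limma). Its second probe had a log2 change of −0.40 (adjusted p = 0.531 from limma), and without OPP replicate 3 the brighter one had −0.25. Cxcl12, a chemokine made by stromal cells, had 166 ± 80.9 and 114 ± 17.2 by its brightest probe, a log2 change of −0.43 (SE 0.33, adjusted p = 0.709 from limma), and −0.89 (SE 0.33, adjusted p = 0.485 from limma) by its other probe, which alone was at an unadjusted p under 0.05. The 2 probes are nearly equal in brightness (control means 166 and 186, OPP means 114 and 96.5), and a narrow margin in mean log2 signal decides which stands for the gene. An exact permutation test gave p = 0.171 for Stat3 and 0.343 for Cxcl12. That other probe became the brightest without control replicate 1 (log2 change −1.15, adjusted p = 0.213 from limma), control replicate 4 (−0.70), OPP replicate 2 (−0.93) or OPP replicate 3 (−0.69), to be set against its −0.89. The first probe had −0.39, −0.57 and −0.40 without control replicate 2, control replicate 3 and OPP replicate 1, and −0.14 with a replicate block. In alternatives chosen after seeing the data, the first probe had −0.21 with the T and NK cell score and 0.32 with the skeletal muscle score as a covariate. The muscle score did not overlap between the groups, so this fit cannot tell muscle content from OPP treatment.
Further genes drawn in Fig. 3(c) were read one by one. Fhl1, a LIM protein abundant in muscle, had 384 ± 145 (SD, n = 4) in control and 113 ± 87.5 (SD, n = 3) in OPP tumours, a fold change of −3.39 between linear means (adjusted p = 0.365 from limma). Acta1, skeletal muscle actin, had 6780 ± 3720 and 889 ± 1254, a log2 change of −4.52 (SE 1.34, adjusted p = 0.414 from limma), and one of −2.83 without OPP replicate 1; Mybpc1 was also lower. Cfl1, cofilin, had 88.2 ± 11.8 and 61.4 ± 12.4, a log2 change of −0.53 (SE 0.18, adjusted p = 0.460 from limma), and of −0.35 without OPP replicate 3. Smaller log2 changes were found for Stx2 (−0.33), Sh2b3 (−0.29), Setd1a (−0.27) and Hcfc1 (−0.21), all at an unadjusted p under 0.05. Actb (−0.30), Myo9b (−0.24), Pik3c3 (−0.23), Cacybp (−0.22), Ezr (−0.22), Cct5 (−0.20) and Stmn1 (−0.18) were also below 0 but not at that p. The dimmer probes of Actb had log2 changes of −0.08 and −0.12. Cxcr6, a chemokine receptor of T cells, had 220 ± 136 and 66.7 ± 53.8, with 2 of 3 OPP arrays above background (log2 change −1.80, SE 1.14, adjusted p = 0.649 from limma, and −0.73 without OPP replicate 3). Rab6b was not analysed here. The study drew these genes from the same samples, so their shared direction is not independent evidence.
The skeletal muscle markers had a mean log2 signal of 9.19 ± 0.83 (SD, n = 4) in control and 6.20 ± 1.53 (SD, n = 3) in OPP tumours. Of 9 tested T and NK cell markers, 7 were below 0 and 0 at an unadjusted p under 0.05, with a mean log2 change of −0.96 (limma camera, adjusted p = 0.224). Their mean log2 signal was 5.89 on control replicate 1 and 5.13 on OPP replicate 3, and 7.26 to 8.42 on the other arrays. Cd8b1 and Cd3g, of the T cell coreceptor and receptor, had log2 changes of −2.04 and −1.81, each with 2 of 3 OPP arrays above background, and −0.67 and −0.42 without OPP replicate 3. Fibroblast and matrix markers had a mean log2 change of −0.04 (limma camera, adjusted p = 0.941). Without control replicate 1 the T and NK cell list passed, with a mean log2 change of −1.59 (limma camera, adjusted p = 0.00223), and without OPP replicate 1 with one of −1.51 (adjusted p = 0.0401), whereas without OPP replicate 3 it was −0.16 (adjusted p = 0.978). In alternatives chosen after seeing the data, it passed without control replicate 1 and OPP replicate 3 (−0.83, limma camera, adjusted p = 8.09e-05), and its mean log2 change was 0.00407 with the muscle score as a covariate.

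**Figure D2:**
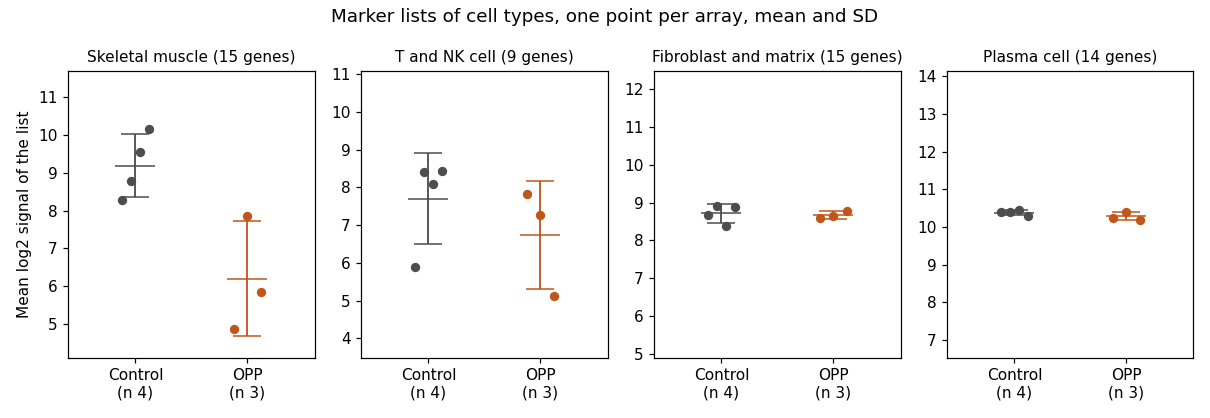
Mean log2 signal of 4 marker lists on each array, with 1 point per array, and the mean and SD of 4 control and 3 OPP tumours. The skeletal muscle points lie lower on all 3 OPP arrays than on any control array, T and NK cell points are low on 1 array of each group, and the fibroblast and plasma cell points overlap between the groups.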

*Stat3* signalling is oncogenic and is required for the transformation of various primary cancer and tumour-derived cell lines. Thus, many cancer-derived cell lines that contain constitutively activated *Stat3* are dependent on this protein, and they undergo growth arrest or apoptosis when treated with antisense or dominant negative constructs directed at *Stat3* ^(^ ^47^ ^)^. Niu *et al.* ^(^ ^48^ ^)^ showed that blocking *Stat3* in cancer cells up-regulates the expression of *p*53, leading to *p*53-mediated tumour cell apoptosis. In addition, inhibition of constitutive *Stat3* activity in haematopoietic malignancies such as non-Hodgkin's lymphoma and multiple myeloma sensitises these resistant cancers to chemotherapeutic drug-mediated apoptosis^(^ ^49^ ^)^, as well as suppresses the growth of prostate^(^ ^50^ ^)^ and astrocytoma^(^ ^51^ ^)^ cancer cells. In agreement with this, resveratrol, which has been reported to have anti-tumour properties, was also found to inhibit *Stat3* signalling in transformed mouse fibroblasts as well as human breast, pancreatic and prostate carcinoma cell lines^(^ ^52^ ^)^.

The most invasive cancers normally produce the broadest spectrum and the highest levels of chemokines^(^ ^53^ ^)^. An important example of a cytokine receptor pair involved in cancer invasion and metastasis is *Cxcl12*/*Cxcr4*. *In vitro*, the CXCL12 ligand stimulated breast cancer cells to carry out the basics of invasion, including pseudopodial protrusion, directed migration and penetration of extracellular matrix barriers^(^ ^54^ ^)^. *In vivo*, metastasis to CXCL12-rich lung tissue was blocked in animal models by treatment with a neutralising anti-human CXCR4 monoclonal antibody^(^ ^54^ ^)^. *Cxcl12* is also an important mediator of advanced cancer and contributes significantly to the lethal phenotype^(^ ^55^ ^)^. Tannic acid, a water-soluble polyphenol, which is abundant in Chinese herbal medicines and tea, is a *Cxcl12*/*Cxcr4* inhibitor, and this activity may contribute to its anti-inflammatory, anti-angiogenic and anti-tumour properties^(^ ^56^ ^)^. In the present study, the down-regulation of *Cxcl12* in tumours of OPP-treated mice thus suggests a reduction in invasiveness and, possibly, metastatic potential of these tumours.

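Of 17 tested chemokines and chemokine receptors, 15 were below 0 in OPP tumours and 0 were at an unadjusted p under 0.05, with a mean log2 change of −0.54 (limma camera, adjusted p = 0.109). Cxcr4, the receptor of Cxcl12, was on the other side, with a signal of 1852 ± 133 (SD, n = 4) in control and 2213 ± 345 (SD, n = 3) in OPP tumours, a log2 change of 0.25 (SE 0.12, adjusted p = 0.574 from limma). An exact permutation test gave p = 0.114 for Cxcr4, and without OPP replicate 3 its log2 change was 0.12. Ccl9, a chemokine of myeloid cells, had 284 ± 71.1 and 213 ± 33.4, a log2 change of −0.38 (SE 0.23, adjusted p = 0.638 from limma), and of −0.59 without control replicate 1. Cxcl1, which attracts neutrophils, had 60.4 ± 36.6 and 33.0 ± 5.10, a log2 change of −0.67 (SE 0.47, adjusted p = 0.671 from limma), and of −1.06 without control replicate 1 and −0.31 without control replicate 2. The list of the 2 invasion genes of the study, Stat3 and Cxcl12, had a mean log2 change of −0.41 (limma camera, adjusted p = 0.173). The study chose both on the same samples, so this is not independent evidence. Cxcl12 and Cxcr6, both drawn in Fig. 3(c), are also members of the chemokine list, which is therefore not fully independent either.
The mean log2 signal of the chemokine list was 6.68 on control replicate 1 and 6.45 on OPP replicate 3, the arrays with low T and NK cell markers, and 7.74 to 8.42 on the other arrays. The list passed without control replicate 1 (mean log2 change −0.93, limma camera, adjusted p = 0.000278), OPP replicate 1 (−0.77, adjusted p = 0.0492) or OPP replicate 2 (−0.77, adjusted p = 0.0460), and with quantile normalization (−0.57, adjusted p = 0.0289), whereas it was −0.10 (adjusted p = 0.693) without OPP replicate 3 and −0.36 (adjusted p = 0.245) without control replicate 2. In alternatives chosen after seeing the data, it passed without control replicate 1 and OPP replicate 3 (−0.48, limma camera, adjusted p = 7.50e-05), and its mean log2 change turned to 0.0270 with a T and NK cell score and to 0.20 with a muscle score as a covariate. The invasion genes passed without control replicate 1 (mean log2 change −0.78, limma camera, adjusted p = 0.0291) and with quantile normalization (−0.63, adjusted p = 0.0345), and had −0.69 without OPP replicate 2 (adjusted p = 0.0719). In each of these fits Cxcl12 was given by its other probe, which had a log2 change of −0.89 with all arrays, so the larger means rest in part on that switch.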

### Conclusions

The array of bioactivities displayed by OPP suggests its potential application for a range of chronic diseases. While the biological effects observed in the present study are mainly attributed to phenolic compounds, the possible effects of other components cannot be discounted. What is important is that the extract in its entirety confers the positive outcomes reported in the present study. However, the effects of OPP in human subjects have yet to be shown, and we are currently designing human intervention trials to address this issue. Although we do not have information on the actual bioactive metabolites that reach the target organs, the breadth of biological activities observed in the present study indicates that OPP is bioavailable in animals and triggers a central regulatory response, which modulates key metabolic functions. In addition to the anti-tumour mechanisms observed in the present study, the use of genome-scale techniques to identify the molecular modes of action involved in conferring the biological effects of OPP in other chronic diseases is thus very much called for.

## References

[1] DuttaroyAK & JorgensenA (2004) Effects of kiwi fruit consumption on platelet aggregation and plasma lipids in healthy human volunteers. Platelets15, 287–2921537009910.1080/09537100410001710290

[2] GorinsteinS, CaspiA, LibmanI, et al. (2004) Preventive effects of diets supplemented with sweetie fruits in hypercholesterolemic patients suffering from coronary artery disease. Prev Med38, 841–8471519390710.1016/j.ypmed.2003.12.021

[3] DeckerEA (1995) The role of phenolics, conjugated linoleic acid, carnosine, and pyrroloquinoline quinone as nonessential dietary antioxidants. Nutr Rev53, 49–58777018410.1111/j.1753-4887.1995.tb01502.x

[4] KuiperGG, LemmenJG, CarlssonB, et al. (1998) Interaction of estrogenic chemicals and phytoestrogens with estrogen receptor beta. Endocrinology139, 4252–4263975150710.1210/endo.139.10.6216

[5] GrassiD, LippiC, NecozioneS, et al. (2005) Short-term administration of dark chocolate is followed by a significant increase in insulin sensitivity and a decrease in blood pressure in healthy persons. Am J Clin Nutr81, 611–6141575583010.1093/ajcn/81.3.611

[6] BhushanS, KaliaK, SharmaM, et al. (2008) Processing of apple pomace for bioactive molecules. Crit Rev Biotechnol28, 285–2961905110710.1080/07388550802368895

[7] CaoX, WangC, PeiH, et al. (2009) Separation and identification of polyphenols in apple pomace by high-speed counter-current chromatography and high-performance liquid chromatography coupled with mass spectrometry. J Chromatogr A1216, 4268–42741920375510.1016/j.chroma.2009.01.046

[8] SambanthamurthiR, TanYA, SundramK, et al. (2011) Oil palm vegetation liquor: a new source of phenolic bioactives. Br J Nutr106, 1655–16632173679210.1017/S0007114511002121PMC4179495

[9] SambanthamurthiR, TanYA, SundramK (2008) Treatment of vegetation liquors derived from oil-bearing fruit. United States Patent US 7,387,802 B2. Malaysian Palm Oil Board

[10] SambandanTG, RhaCK, SinskeyAJ, et al. (2010) Composition comprising caffeoylshikimic acids, protocatechuic acid, hydroxytyrosol, hydroxybenzoic acid and their derivatives and method of preparation thereof. World Patent WO 2010/137943. Malaysian Palm Oil Board

[11] BernatovaI, PechanovaO, BabalP, et al. (2002) Wine polyphenols improve cardiovascular remodeling and vascular function in NO-deficient hypertension. Am J Physiol Heart Circ Physiol282, H942–H9481183449010.1152/ajpheart.00724.2001

[12] ManoMT, BexisS, AbeywardenaMY, et al. (1995) Fish oils modulate blood pressure and vascular contractility in the rat and vascular contractility in the primate. Blood Press4, 177–186767065210.3109/08037059509077591

[13] ChenQ, GruberH, SwistE, et al. (2009) Influence of dietary phytosterols and phytostanols on diastolic blood pressure and the expression of blood pressure regulatory genes in SHRSP and WKY inbred rats. Br J Nutr102, 93–1011902572210.1017/S0007114508137904

[14] McLennanPL, AbeywardenaMY & CharnockJS (1988) Dietary fish oil prevents ventricular fibrillation following coronary artery occlusion and reperfusion. Am Heart J116, 709–717341448610.1016/0002-8703(88)90328-6

[15] AbeywardenaMY & CharnockJS (1995) Dietary lipid modification of myocardial eicosanoids following ischemia and reperfusion in the rat. Lipids30, 1151–1156861430610.1007/BF02536617

[16] PaigenB, MorrowA, HolmesPA, et al. (1987) Quantitative assessment of atherosclerotic lesions in mice. Atherosclerosis68, 231–240342665610.1016/0021-9150(87)90202-4

[17] ChaaboF, PronczukA, MaslovaE, et al. (2010) Nutritional correlates and dynamics of diabetes in the Nile rat (*Arvicanthis niloticus*): a novel model for diet-induced type 2 diabetes and the metabolic syndrome. Nutr Metab (Lond)7, 292039833810.1186/1743-7075-7-29PMC2868017

[18] NodaK, MelhornMI, ZandiS, et al. (2010) An animal model of spontaneous metabolic syndrome: Nile grass rat. FASEB J24, 2443–24532033522610.1096/fj.09-152678PMC2887270

[19] TomaykoMM & ReynoldsCP (1989) Determination of subcutaneous tumor size in athymic (nude) mice. Cancer Chemother Pharmacol24, 148–154254430610.1007/BF00300234

[20] ZielinskiMR, MuenchowM, WalligMA, et al. (2004) Exercise delays allogeneic tumor growth and reduces intratumoral inflammation and vascularization. J Appl Physiol96, 2249–22561502057810.1152/japplphysiol.01210.2003PMC3645346

[21] EdgarR, DomrachevM & LashAE (2002) Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res30, 207–2101175229510.1093/nar/30.1.207PMC99122

[22] SaeedAI, SharovV, WhiteJ, et al. (2003) TM4: a free, open-source system for microarray data management and analysis. Biotechniques34, 374–3781261325910.2144/03342mt01

[23] DahlquistKD, SalomonisN, VranizanK, et al. (2002) GenmAPP, a new tool for viewing and analyzing microarray data on biological pathways. Nat Genet31, 19–201198456110.1038/ng0502-19

[24] DonigerSW, SalomonisN, DahlquistKD, et al. (2003) MAPPFinder: using gene ontology and GenmAPP to create a global gene-expression profile from microarray data. Genome Biol4, R71254029910.1186/gb-2003-4-1-r7PMC151291

[25] HellemansJ, MortierG, De PaepeA, et al. (2007) qBase relative quantification framework and software for management and automated analysis of real-time quantitative PCR data. Genome Biol8, R191729133210.1186/gb-2007-8-2-r19PMC1852402

[26] VandesompeleJ, De PreterK, PattynF, et al. (2002) Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol3, RESEARCH003410.1186/gb-2002-3-7-research0034PMC12623912184808

[27] Reagan-ShawS, NihalM & AhmadN (2008) Dose translation from animal to human studies revisited. FASEB J22, 659–6611794282610.1096/fj.07-9574LSF

[28] YanniAE (2004) The laboratory rabbit: an animal model of atherosclerosis research. Lab Anim38, 246–2561520703510.1258/002367704323133628

[29] HayesKC, SundramK & SambanthamurthiR, et al. (2009) Methods for the treatment or prevention of diabetes mellitus and other metabolic imbalances. World Patent WO 2009/146102 A1. Brandeis University, Malaysian Palm Oil Board

[30] FukudaT, ItoH & YoshidaT (2004) Effect of the walnut polyphenol fraction on oxidative stress in type 2 diabetes mice. Biofactors21, 251–2531563020510.1002/biof.552210148

[31] FenerciogluAK, SalerT, GencE, et al. (2009) The effects of polyphenol-containing antioxidants on oxidative stress and lipid peroxidation in type 2 diabetes mellitus without complications. J Endocrinol Invest33, 118–1241983431410.1007/BF03346565

[32] LapidotT, WalkerMD & KannerJ (2002) Antioxidant and prooxidant effects of phenolics on pancreatic beta-cells *in vitro* . J Agric Food Chem50, 7220–72251245263510.1021/jf020615a

[33] LeanME, NorooziM, KellyI, et al. (1999) Dietary flavonols protect diabetic human lymphocytes against oxidative damage to DNA. Diabetes48, 176–181989224010.2337/diabetes.48.1.176

[34] BalzerJ, RassafT, HeissC, et al. (2008) Sustained benefits in vascular function through flavanol-containing cocoa in medicated diabetic patients a double-masked, randomized, controlled trial. J Am Coll Cardiol51, 2141–21491851096110.1016/j.jacc.2008.01.059

[35] MulvihillEE, AllisterEM, SutherlandBG, et al. (2009) Naringenin prevents dyslipidemia, apolipoprotein B overproduction, and hyperinsulinemia in LDL receptor-null mice with diet-induced insulin resistance. Diabetes58, 2198–22101959261710.2337/db09-0634PMC2750228

[36] AndersonRA (2008) Chromium and polyphenols from cinnamon improve insulin sensitivity. Proc Nutr Soc67, 48–531823413110.1017/S0029665108006010

[37] HuangDW, ShenSC & WuJS (2009) Effects of caffeic acid and cinnamic acid on glucose uptake in insulin-resistant mouse hepatocytes. J Agric Food Chem57, 7687–76921968588910.1021/jf901376x

[38] SchwartzGK & ShahMA (2005) Targeting the cell cycle: a new approach to cancer therapy. J Clin Oncol23, 9408–94211636164010.1200/JCO.2005.01.5594

[39] KampaM, AlexakiVI, NotasG, et al. (2004) Antiproliferative and apoptotic effects of selective phenolic acids on T47D human breast cancer cells: potential mechanisms of action. Breast Cancer Res6, R63–R741497991910.1186/bcr752PMC400651

[40] FabianiR, De BartolomeoA, RosignoliP, et al. (2002) Cancer chemoprevention by hydroxytyrosol isolated from virgin olive oil through G1 cell cycle arrest and apoptosis. Eur J Cancer Prev11, 351–3581219516110.1097/00008469-200208000-00006

[41] FabianiR, De BartolomeoA, RosignoliP, et al. (2006) Virgin olive oil phenols inhibit proliferation of human promyelocytic leukemia cells (HL60) by inducing apoptosis and differentiation. J Nutr136, 614–6191648453310.1093/jn/136.3.614

[42] JoeAK, LiuH, SuzuiM, et al. (2002) Resveratrol induces growth inhibition, S-phase arrest, apoptosis, and changes in biomarker expression in several human cancer cell lines. Clin Cancer Res8, 893–90311895924

[43] WolterF, ClausnitzerA, AkogluB, et al. (2002) Piceatannol, a natural analog of resveratrol, inhibits progression through the S phase of the cell cycle in colorectal cancer cell lines. J Nutr132, 298–3021182359410.1093/jn/132.2.298

[44] RaffoulJJ, WangY, KucukO, et al. (2006) Genistein inhibits radiation-induced activation of NF-kappaB in prostate cancer cells promoting apoptosis and G2/M cell cycle arrest. BMC Cancer6, 1071664078510.1186/1471-2407-6-107PMC1464148

[45] Lim doY, JeongY, TynerAL, et al. (2007) Induction of cell cycle arrest and apoptosis in HT-29 human colon cancer cells by the dietary compound luteolin. Am J Physiol Gastrointest Liver Physiol292, G66–G751690199410.1152/ajpgi.00248.2006

[46] GraudensE, BoulangerV, MollardC, et al. (2006) Deciphering cellular states of innate tumor drug responses. Genome Biol7, R191654250110.1186/gb-2006-7-3-r19PMC1557757

[47] BrombergJ (2002) Stat proteins and oncogenesis. J Clin Invest109, 1139–11421199440110.1172/JCI15617PMC150969

[48] NiuG, WrightKL, MaY, et al. (2005) Role of Stat3 in regulating p53 expression and function. Mol Cell Biol25, 7432–74401610769210.1128/MCB.25.17.7432-7440.2005PMC1190305

[49] AlasS & BonavidaB (2003) Inhibition of constitutive STAT3 activity sensitizes resistant non-Hodgkin's lymphoma and multiple myeloma to chemotherapeutic drug-mediated apoptosis. Clin Cancer Res9, 316–32612538484

[50] NiZ, LouW, LemanES, et al. (2000) Inhibition of constitutively activated Stat3 signaling pathway suppresses growth of prostate cancer cells. Cancer Res60, 1225–122810728680

[51] KonnikovaL, KoteckiM, KrugerMM, et al. (2003) Knockdown of STAT3 expression by RNAi induces apoptosis in astrocytoma cells. BMC Cancer3, 231367842510.1186/1471-2407-3-23PMC212316

[52] KothaA, SekharamM, CilentiL, et al. (2006) Resveratrol inhibits Src and Stat3 signaling and induces the apoptosis of malignant cells containing activated Stat3 protein. Mol Cancer Ther5, 621–6291654697610.1158/1535-7163.MCT-05-0268

[53] OpdenakkerG & Van DammeJ (2004) The countercurrent principle in invasion and metastasis of cancer cells. Recent insights on the roles of chemokines. Int J Dev Biol48, 519–5271534982610.1387/ijdb.041796go

[54] LiottaLA & KohnEC (2001) The microenvironment of the tumour–host interface. Nature411, 375–3791135714510.1038/35077241

[55] LobergRD, BradleyDA, TomlinsSA, et al. (2007) The lethal phenotype of cancer: the molecular basis of death due to malignancy. CA Cancer J Clin57, 225–2411762611910.3322/canjclin.57.4.225

[56] ChenX, BeutlerJA, McCloudTG, et al. (2003) Tannic acid is an inhibitor of CXCL12 (SDF-1alpha)/CXCR4 with antiangiogenic activity. Clin Cancer Res9, 3115–312312912963

How the deposited data were processed for this re-analysis (not part of the article)

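Tumour RNA of 4 control samples and 3 samples from mice given OPP was measured on 7 arrays of a single-colour BeadChip (MouseRef-8, version 1), 1 array per sample. The deposited values are intensities that the authors extracted with BeadStudio 1.5.1.3, with the background subtracted, outlier samples removed by clustering and the arrays normalised by the rank invariant method. They are on a linear scale, and this table was used as it is. A second table of signals before normalization, with 14 columns of signals and detection scores, was not used here, because its column names match no sample.
Of 24048 probes, 66 without a value and 4 bacterial control probes were left out and 1 ribosomal RNA probe was left unnamed, which left 23978. The deposited annotation gave 19343 of them 1 gene symbol and 4635 none, for 14739 genes. Values under 10 were set to 10, the paper's floor, and log2 was taken. The plan made before the data were examined had a detection score of 0.99 as the filter and, for a table without one, a limit from the lowest signals. That fallback limit lies below the floor, so the filter was changed after the values were seen: a signal over 2.33 SD of the noise, estimated on each array from the values below 0, on every array of at least 1 group. The fallback filter was run as an alternative. Tested were 10371 probes, 8869 named and 1502 unnamed, of 7191 genes, 1350 of them with several probes. Above the limit lay 10957, 11235, 11074 and 11268 probes on control replicates 1 to 4 and 11029, 10653 and 11117 on OPP replicates 1 to 3. The number of arrays limits the precision of every value.
The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with two-sided p-values adjusted by the Benjamini-Hochberg method over all tested probes. Cell-cycle genes were compared with other named genes by Fisher's exact test, and tested without such a comparison by limma fry. Lists were tested with limma camera at a preset correlation of 0.01, adjusted over 30 lists, and with an estimated correlation and fry as alternatives. The lists were the study's cell-cycle genes higher and lower and its invasion genes; G1 regulators, S phase, and G2 and M phase; histone deacetylases, p53 targets, apoptosis regulators, Stat3 pathway, chemokines and receptors, Nrf2 and antioxidant genes, hypoxia and glycolysis, secretory pathway and unfolded protein response, interferon response, immediate early and heat shock genes, oxidative phosphorylation, ribosomal proteins and actin cytoskeleton; and markers of skeletal muscle, plasma cells, B cells, T and NK cells, macrophages, neutrophils, fibroblasts and matrix, smooth muscle and pericytes, endothelium, adipocytes, epidermis, red blood cells and sex. They were written from general knowledge before the data were examined, except that the study chose its own genes on these samples. Some of the study's genes and of the labels in Fig. 3(c) are also members of other lists. The cell-cycle, skeletal muscle and chemokine lists are among them. Genes the paper names were also given an exact permutation test over the 35 splits of the arrays, in which the smaller tail counts for both sides. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.
Genes are named by a rule set before the data were examined, though with the fold changes printed in Fig. 3 already seen: the genes the paper names as changed, discusses or used as references; the labels readable in Fig. 3(c); the 12 higher and 12 lower genes past the adjusted threshold without overlap or, where fewer passed, those without overlap with the smallest p; and the 2 to 4 members with the smallest p of each list described. Immunoglobulin constant regions and 18S rRNA were added after the values were seen.
The procedure was tested on simulated data with the spread of these arrays, with 50 probes changed at each fold in 20 simulations. It called 1% of the probes changed 1.25-fold, 33.7% of those changed 1.5-fold, 66.7% at 2-fold and 93.8% at 4-fold at an adjusted p under 0.05, and 52.3%, 82.1%, 95.7% and 99.9% at an unadjusted p under 0.05. The simulated noise was normal and independent between probes, and the floor was not applied again. Probes of the real arrays vary together, with 41.9% of the variance on the first principal component. These shares therefore describe a simpler setting than the data.
The alternatives set before the data were examined were quantile normalization, median scaling, a floor of 50, no detection filter, detection on all 7 arrays, a trended and robust variance prior, array weights, the methods' t-test, an error-model test after the methods, a replicate block, the mean of a gene's probes and leaving out each array. The error-model test is a normal test on linear signals, with each group's SD raised to at least its trend with intensity. It takes these SDs as known, although they come from 4 and 3 arrays. The Illumina custom error model that the paper used was not held. Chosen after seeing the data were the fallback filter, a T and NK cell score or a skeletal muscle score as a covariate, and leaving out control replicate 1 and OPP replicate 3 together. The muscle score did not overlap between the groups (8.27 to 10.2 on control and 4.87 to 7.86 on OPP arrays). A fit with it as a covariate therefore cannot tell muscle content from OPP treatment.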

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

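The tests of explanations and of other splits of the arrays in this part were chosen after the results were seen. Among the 4 control tumours, single arrays lay far from the other 3 by Dixon's ratio of gap to range (at the 95% critical value) in 3 of 30 list scores, where chance gives about 1.5, and in 9 of 77 genes, where chance gives about 3.85. Control replicate 1 was the array in all 3 list scores: T and NK cell markers (0.867), chemokines and receptors (0.863) and interferon response genes (0.894). It was also the array for Cxcr6 (0.871), Cacybp (0.895), Ccl9 (0.893), Cd8b1 (0.857) and Cd3g (0.875). Control replicate 4 was the array for Ccna2 (0.844), Echdc2 (0.897) and Pdlim3 (0.865), and control replicate 2 for Tnxb (0.905).
There were 3 lists that the paper does not discuss and that passed camera at the preset correlation but not with an estimated one: hypoxia and glycolysis (mean log2 change 0.16), skeletal muscle (−2.99) and adipocyte genes (−0.98). Among 35 splits of the 7 arrays, the real one included, 9 gave hypoxia genes and 7 gave adipocyte genes a −log10 camera p as large as the real 2.00 and 2.74, with 5.52 and 5.29 as the highest of the others, so chance is not excluded for either.
Skeletal muscle genes were lower in OPP tumours. Against a lower share of tumour cells in control tumours stands that the markers of other host cells moved apart: fibroblast and matrix (mean log2 change −0.0440), endothelial (0.02) and smooth muscle (0.33) against adipocyte (−0.98), T and NK cell (−0.96) and macrophage (−0.37). Against the normalization stands the muscle list under quantile normalization or median scaling (−2.99 or lower). Within groups, 73.8% of the variance of the list lay on 1 component (median 36.7% and 95th percentile 45.7% of 1000 random lists). Markers of 1 tissue that vary between arrays can move together whatever the reason, so this does not decide about muscle tissue in the samples. Differing amounts of that tissue stay possible, as Acta1, its actin, had a mean signal of 6780 in control tumours. As 2 of the 35 splits gave a −log10 camera p as large as the real 11.7 (highest other 13.3), chance is not excluded, and an effect of OPP on muscle in or near the tumour stays open and untested.
G2 and M phase genes were lower in OPP tumours as a list (mean log2 change −0.14, limma camera, adjusted p = 0.00137, and adjusted p = 0.687 with an estimated correlation), with 4 of 22 at an unadjusted p under 0.05. The paper had named some of these genes on the same samples. The score of the list relative to S phase genes differed between the groups by −0.11 (exact permutation test, two-sided p = 0.0571, the smallest that this form of the test can give). This comparison was chosen after both list means were seen and restates them, so it does not decide about a lower share of tumour cells. Plasma cell markers had a mean log2 change of −0.10 (limma camera, adjusted p = 0.759). With the T and NK cell score as a covariate the G2 and M phase list had a mean log2 change of −0.11 (limma camera at the preset correlation, adjusted p = 0.00282). The list did not pass with an estimated correlation even without the covariate, and the score does not cover macrophages. This fit therefore does not decide about immune cell content. As 3 of the 35 splits gave a −log10 camera p as large as the real 4.04 (highest other 5.63), chance is not excluded, and an effect of OPP on the cell cycle stays open.
Immune genes were low on control replicate 1 and OPP replicate 3. On control replicate 1 the T and NK cell list lay −2.41 (log2) from the other controls and 5226 other genes of the same brightness a median of −0.0450, and on OPP replicate 3 the list lay −2.42 from the other OPP arrays and those genes a median of −0.00358, which argues against the normalization of either array. Exchanging the labels of the 2 arrays gave 503 probes at an unadjusted p under 0.05, but exchanging control replicate 1 with OPP replicate 2 or 1 gave 988 and 1323, so this count does not decide about a swap. As labelled, control replicate 1 had a muscle score (8.27) above every OPP array and OPP replicate 3 one (5.86) below every control, and the paper's qRT-PCR of Ccne2 and Ccna2 runs in the labelled direction, which does not settle it. Within groups, 79.4% of the variance of the T and NK cell list lay on 1 component (median 41.1% and 95th percentile 51.8% of random lists), but low scores on these 2 arrays already put it there, so this does not decide about immune cell content, and differing immune cell content and wrong labels both stay open.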

How the results depend on the processing

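The fallback filter, the 2 covariates and leaving out control replicate 1 and OPP replicate 3 together were chosen after seeing the data. Of 1661 comparisons of 77 genes with other settings, 1625 kept direction and side of the threshold, 15 came past it and 21 reversed; for 30 lists it was 543 of 658, with 37 no longer past it, 19 past it and 59 reversed. The cause was not tested for any change below. The brightest probe of a gene was chosen anew in each setting, and the reversed values of Echdc2 below belong to its second probe. Signal over background limits genes near the floor. Neqc, unnormalised signals and a slide batch were not run, since no column of the table they need matches a sample and no slide is given; the authors' value table is the one used throughout.
The count of probes at an adjusted p under 0.05 in limma (0, with 971 unadjusted) was 2 with quantile normalization, 2 with a floor of 50, 1 with a trended and robust prior, 40 with the error-model test, 2 with the T and NK cell covariate, 2 without control replicate 1 and OPP replicate 3, and 0 to 4 when single arrays were left out (1 without control replicate 4, 1 without OPP replicate 1 and 4 without OPP replicate 2). The 971 was 451 with the muscle covariate and 725 to 1287 when single arrays were left out. As the muscle score did not overlap between the groups, values with this covariate do not show that muscle content accounts for a change. The cell-cycle odds ratio of 1.58 was 3.11 with no detection filter, 2.00 with a trended and robust prior, 2.47 with the fallback filter, 0.832 without control replicate 1 and OPP replicate 3, and 0.572 to 1.62 when single arrays were left out. The G2 and M phase list (−0.14) did not pass with an estimated correlation (−0.14), fry (−0.14) or the muscle covariate (−0.13).
Log2 changes that reversed were: quantile normalization, histone deacetylases 0.0114, Tpst2 0.00977; median scaling, histone deacetylases 0.00153; floor of 50, G1 regulators 0.0225, apoptosis −0.0233, B cell 0.00739; no detection filter, p53 targets −0.00695; detected on all 7 arrays, G1 regulators 0.0270, B cell 0.0118, Echdc2 −0.16; array weights, apoptosis −0.00788, Mcm6 −0.0356; error-model test, Mcm6 −0.00456; replicate block, fibroblast 0.0122; mean of a gene's probes, histone deacetylases 0.00330, Mcm6 −0.0886; written fallback filter, p53 targets −0.00695; T and NK cell score as a covariate, G1 regulators 0.0226, S phase 0.00346, histone deacetylases 0.00727, Stat3 pathway 0.0906, chemokines 0.0270, Nrf2 0.0121, interferon 0.0291, immediate early 0.0236, actin 0.00557, B cell 0.0659, neutrophil 0.19, Sema4a 0.0193; skeletal muscle score as a covariate, G1 regulators 0.0402, p53 targets −0.0258, Stat3 pathway 0.0333, chemokines 0.20, interferon 0.21, immediate early 0.17, B cell 0.0399, T and NK cell 0.00407, neutrophil 0.47, smooth muscle −0.39, endothelial −0.21, Cxcl12 0.32, Sema4a 0.36, Fhl1 0.11, Acta2 −0.37, Cspg4 −0.0537; control replicate 1 and OPP replicate 3 both left out, apoptosis −0.0202, B cell 0.00421, Mcm6 −0.0970, Tpst2 0.0686, Echdc2 −0.56.
When single arrays were left out, the values that reversed ran: apoptosis −0.0291 to 0.0291, ribosomal −0.0187 to 0.0400, Mcm6 −0.12 to 0.0944, Tpst2 −0.0625 to 0.0651, G1 regulators −0.0593 to 0.00581, histone deacetylases −0.0295 to 0.0212, Stat3 pathway −0.14 to 0.0564, neutrophil −0.99 to 0.18, fibroblast −0.16 to 0.0234, red blood cell −0.24 to 0.44, endothelial −0.0725 to 0.0868, p53 targets −0.0208 to 0.0800, Echdc2 −0.36 to 1.08, actin −0.11 to 0.00943, B cell −0.19 to 0.0778. With the replicate number as a block (replicate block), 0 probes were at an adjusted p under 0.05 in limma and 684 at an unadjusted one, and the cell-cycle odds ratio was 1.28. Control and OPP arrays of the same number correlated with r of −0.27, 0.08 and −0.16, and control replicate 1 with OPP replicate 3 at 0.48, so the numbers are not taken as pairs.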

Differences from the paper's values

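The fold changes of Ccne2 and Ccna2 that Fig. 3 shows for the microarray, about 1.4 and about −1.2 as read by eye, lie within 1 SD of the values here (1.37 and −1.22). Without OPP replicate 1, Ccna2 was at −1.32, further than its SD from the figure.
The paper reports Cdk4, Cdk2, Cdc20, Stat3, Cxcl12, Mcm6 and Ccnb1 as changed by OPP. Here the brightest probes of Cdk4 (log2 change 0.17), Cdk2 (0.13), Cdc20 (−0.28), Stat3 (−0.39) and Cxcl12 (−0.43) had the paper's direction without reaching an unadjusted p under 0.05, which is the paper's threshold with another test. The paper picked these genes with an error model on the same samples, so the next tally is not independent evidence. With the error-model test, built after the paper's methods, all 12 tested genes that the paper names had at least 1 probe past that threshold in its direction, 8 of them the brightest. Cdk4 reached it by another of its probes, with a floor of 50, with no detection filter, with the methods' t-test, without control replicate 3 and with the fallback filter, which was chosen after seeing the values. Cdk2 reached it by 2 of its other probes. Cdc20 reached it with median scaling, a trended and robust prior, the error-model test and without control replicate 3. Stat3 reached it with quantile normalization, median scaling, detection on all 7 arrays, a trended and robust prior, array weights, the error-model test, a replicate block and without control replicate 4. Cxcl12 reached it only by its second probe. That probe stood for the gene as the brightest, and reached the threshold, with quantile normalization, without control replicate 1 and, chosen after seeing the values, without control replicate 1 and OPP replicate 3.
The paper has Mcm6 lower in OPP tumours. By the paper's ratio of linear means its brightest probe was lower too (fold change −1.003, means 1425 and 1420), while its log2 change was 0.01, so the sign depends on the scale. Another probe had a log2 change of −0.28, and the error-model test put this lower probe at an unadjusted p under 0.05. Ccnb1 was not analysed here.
The paper finds cell-cycle genes among those changed by its functional analysis. With a list written here, Fisher's exact test was not past the threshold (odds ratio 1.58), but passed with no detection filter (3.11), with a trended and robust prior (2.00) and with the fallback filter, chosen after seeing the values (2.47). This list holds genes that the paper names, picked on the same samples. The paper's gene maps were not used here.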

Other observations

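The counts over other splits of the arrays in this part were chosen after the results were seen. The mean log2 changes were near 0 for the lists of histone deacetylases (−0.00), p53 targets (0.04), apoptosis regulators (0.01), the Stat3 pathway (−0.02), Nrf2 and antioxidant genes (−0.06), oxidative phosphorylation (−0.03), ribosomal proteins (0.02), the secretory pathway and unfolded protein response (0.06), the actin cytoskeleton (−0.05) and endothelial markers (0.02). None of these lists passed limma camera (adjusted p from 0.498 for the actin cytoskeleton to 0.902 for apoptosis regulators). Immediate early and heat shock genes (−0.13), B cell (−0.09), neutrophil (−0.15) and red blood cell markers (0.13) did not pass either (limma camera, adjusted p = 0.902, 0.902, 0.902 and 0.766), but red blood cell markers passed with the skeletal muscle score as a covariate, chosen after seeing the data (1.34, adjusted p = 0.000149). That score did not overlap between the groups, so this fit cannot tell muscle content from OPP treatment. The epidermis list had 0 tested genes.
Macrophage markers had a mean log2 change of −0.37 (limma camera, adjusted p = 0.119), with Ctss, a lysosomal protease, at −0.33 and Tyrobp, an adaptor of myeloid receptors, at −0.68. The list passed without control replicate 1 (−0.66, adjusted p = 0.00108) and without OPP replicate 1 (−0.57, adjusted p = 0.0336) in limma camera, whereas it was −0.11 (adjusted p = 0.693) without OPP replicate 3 and −0.23 (adjusted p = 0.368) without control replicate 2. Interferon response genes had −0.24 (limma camera, adjusted p = 0.208), with Psmb9 at −0.31 and Rsad2 at −0.34, and passed without control replicate 1 (−0.49, adjusted p = 0.00281), whereas the mean was −0.00791 (adjusted p = 0.978) without OPP replicate 3 and −0.36 (adjusted p = 0.0719) without OPP replicate 2. Smooth muscle and pericyte markers had 0.33 (limma camera, adjusted p = 0.111), with Acta2 at 0.67 and Cspg4 at 0.21, and passed without control replicate 1 (0.47, adjusted p = 0.00902) and without OPP replicate 2 (0.54, adjusted p = 0.00972), whereas the mean was 0.19 (adjusted p = 0.492) without OPP replicate 1. When single arrays were left out, Ctss ran from −0.53 to −0.21, Tyrobp from −1.04 to −0.19, Psmb9 from −0.46 to −0.16 and Rsad2 from −0.49 to −0.15. Eif2s3y, the 1 tested gene of the sex list, had signals of 115 ± 38.6 (SD, n = 4) and 60.8 ± 17.9 (SD, n = 3), a log2 change of −0.88 (adjusted p = 0.503 from limma).
The constant regions of lambda chains 2 and 3 and of the kappa chain had log2 changes of 0.04, 0.00 and 0.08 (adjusted p = 0.887, 0.995 and 0.795 from limma), though the 2 lambda probes lay at 74.5% to 99.3% of the highest signal on their array, where a difference may not show. The first principal component of the 10371 probes held 41.9% of the variance and the second 19.6%. On the first, control replicates 1 to 4 lay at 14.6, −20.5, −16.6 and −25.8, and OPP replicates 1 to 3 at 7.92, 3.34 and 37.1.
Splitting the 7 arrays in all 35 ways, the real one included, gave 0 or more probes at an adjusted p under 0.05 in 35 splits, which decides nothing as the real count is 0 (highest other 5; 971 probes at an unadjusted p under 0.05 in limma, 0 adjusted by the methods' t-test and 40 by the error-model test). A count at an unadjusted p under 0.05 as large as 971 came in 4 splits (highest other 1326), and an odds ratio of the cell-cycle genes as large as 1.58 in 5 splits (highest other 2.61), so chance is not excluded for these 2 results. A −log10 camera p as large as the real one came in 2 splits for the study's genes higher in OPP tumours (real 2.66, highest other 3.89) and in 1 split for its genes lower in OPP tumours (real 3.49, highest other 2.75). The study picked both sets on the same arrays, so neither count decides whether chance is excluded.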
